# TRPM7 kinase is required for insulin production and compensatory islet responses during obesity

**DOI:** 10.1172/jci.insight.163397

**Published:** 2023-02-08

**Authors:** Noushafarin Khajavi, Andreas Beck, Klea Riçku, Philipp Beyerle, Katharina Jacob, Sabrina F. Syamsul, Anouar Belkacemi, Peter S. Reinach, Pascale C.F. Schreier, Houssein Salah, Tanja Popp, Aaron Novikoff, Andreas Breit, Vladimir Chubanov, Timo D. Müller, Susanna Zierler, Thomas Gudermann

**Keywords:** Cell Biology, Beta cells, Insulin, Ion channels

## Abstract

Most overweight individuals do not develop diabetes due to compensatory islet responses to restore glucose homeostasis. Therefore, regulatory pathways that promote β cell compensation are potential targets for treatment of diabetes. The transient receptor potential cation channel subfamily M member 7 protein (TRPM7), harboring a cation channel and a serine/threonine kinase, has been implicated in controlling cell growth and proliferation. Here, we report that selective deletion of *Trpm7* in β cells disrupted insulin secretion and led to progressive glucose intolerance. We indicate that the diminished insulinotropic response in β cell–specific *Trpm7*-knockout mice was caused by decreased insulin production because of impaired enzymatic activity of this protein. Accordingly, high-fat–fed mice with a genetic loss of TRPM7 kinase activity displayed a marked glucose intolerance accompanied by hyperglycemia. These detrimental glucoregulatory effects were engendered by reduced compensatory β cell responses because of mitigated protein kinase B (AKT)/ERK signaling. Collectively, our data identify TRPM7 kinase as a potentially novel regulator of insulin synthesis, β cell dynamics, and glucose homeostasis under obesogenic diet.

## Introduction

In obese individuals, a combination of environmental and genetic factors may lead to insulin resistance. The onset of insulin resistance is initially offset by enhanced production and secretion of insulin. However, prolonged demand for elevated levels of circulating insulin may eventually result in β cell exhaustion, progressive β cell dysfunction, and development of type 2 diabetes (T2D) (1). Identification of signaling molecules that enhance islet compensatory responses in insulin-resistant states may blaze the trail for novel therapeutic approaches to prevent the progression of insulin resistance to T2D.

Transient receptor potential cation channel subfamily M member 7 (TRPM7) is a ubiquitously expressed membrane protein, consisting of a divalent cation-selective channel linked to a protein kinase domain. The channel moiety of TRPM7 has been implicated in cellular and systemic Mg^2+^ homeostasis (2, 3). Mg^2+^ plays a key role in maintaining β cell health, and while Mg^2+^ deficiency impairs insulin secretion and promotes insulin resistance (4), its supplementation improves β cell function (5). The kinase moiety of TRPM7 belongs to the atypical α-kinase family (6) and has been implicated in controlling numerous cellular processes, such as proliferation, growth, migration, apoptosis, differentiation, and exocytosis (7). α-Kinases are structurally and evolutionarily unrelated to conventional eukaryotic protein kinases, yet they share common sequence motifs and the position of key amino acid residues essential for catalysis (8, 9). The remaining dissimilarities of α-kinases to conventional protein kinases are of potential interest for selective pharmacological targeting (10).

In mice, TRPM7 is a central regulator of embryogenesis and organogenesis, with genetic inactivation of TRPM7 causing early embryonic lethality. It has been suggested that localized increases in the concentration of divalent cations due to transmembrane ion flux through the TRPM7 channel trigger kinase activity engaging signaling pathways that are of fundamental relevance in early development (11). There is strong evidence that increases in TRPM7 activity are required to elicit expression of key cell cycle genes in various cell types (12, 13). In hepatic stellate cells, TRPM7 regulates cell proliferation via phosphatidylinositol-3-kinase (PI3K) and ERK1/2 signaling pathways (14). In lymphocytes, TRPM7 ablation arrests cell proliferation with a high percentage of arrested cells accumulating at the beginning of the cell cycle, suggesting a potential involvement of TRPM7 in processes orchestrating exit from the quiescence/G_0_ phase of the cell cycle (15). Notably, TRPM7 inactivation in pancreatic adenocarcinoma cells decreases proliferation and arrests cells in the G_0_/G_1_ phases of the cell division cycle (16). The kinase moiety of TRPM7 has been suggested to regulate gene transcription through histone modifications. TRPM7 kinase has been reported to be cleaved from the channel domain in a cell type–specific fashion. It would subsequently translocate to the nucleus and bind to components of chromatin-remodeling complexes (17).

Furthermore, TRPM7 plays a role in the regulation of Ca^2+^ signaling in various cell types (18–21). In osteoblasts, the TRPM7 channel modulates cell migration by facilitating Ca^2+^ oscillations (18). TRPM7 has been shown to maintain the Ca^2+^ content of intracellular stores in resting cells. In splenocytes and B lymphocytes, the TRPM7 channel and its kinase moieties regulate store-operated Ca^2+^ entry (SOCE) (19, 20). Dysfunctional SOCE in β cells contributes to the pathogenesis of diabetes and has been reported to disrupt glucose-stimulated Ca^2+^ oscillations in β cells (22).

TRPM7 is highly expressed in human and murine pancreatic β cells (23, 24). Recent studies revealed that TRPM7 contributes to pancreatic endocrine development and β cell proliferation through modulating intracellular Mg^2+^ levels. Furthermore, it has been suggested that TRPM7 channels augment β cell glucose-stimulated Ca^2+^ influx in pancreatic β cells (21). However, it is still not known how changes in TRPM7 kinase–linked activity regulate glucose metabolism and Ca^2+^ signaling in pancreatic β cells.

The present study was designed to clarify the role of TRPM7 in maintaining β cell function under physiological and metabolically challenged conditions. To decipher the function of TRPM7 in glucose homeostasis, we generated a mouse model with a selective deletion of *Trpm7* in β cells (*βTrpm7*-KO mice). Initially, within 4 weeks, these mice exhibited no overt changes in glucose metabolism following recombination. However, a latent induction of glucose intolerance was evident over 28 weeks, suggesting that TRPM7 disruption leads to progressive β cell dysfunction. In-depth metabolic analysis of TRPM7 kinase–dead mice (*Trpm7tm1.1Mkma* *C56BL/6*; herein *Trpm7^R/R^* mice) demonstrated that the kinase moiety of TRPM7 is the key player in this scenario. Specifically, our data identify TRPM7 kinase as a crucial cellular component involved in the preservation of glucometabolic islet function under conditions of diet-induced obesity.

## Results

### Trpm7 deletion in β cells impairs insulin secretion and glucose metabolism.

To assess the requirement of β cell TRPM7 for insulin secretion and glucose homeostasis, we generated tamoxifen-inducible β cell–specific *Trpm7*-KO mice (*βTrpm7*-KO mice) by crossing *Trpm7^fl/fl^* with MIP-Cre/ERT mice. Pancreatic islets isolated from *βTrpm7*-KO mice revealed efficient β cell–targeted recombination after tamoxifen administration. Notably, no Cre-mediated recombination was detected in any region of the brain or liver in *βTrpm7*-KO mice (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.163397DS1). We monitored the metabolic phenotype of *βTrpm7*-KO mice on regular chow diet within 28 weeks. While wild-type and *βTrpm7*-KO mice had similar body weight (Figure 1A), the transgenic mice exhibited progressive glucose intolerance starting 16 weeks postrecombination (Figure 1, B–D). Moreover, *βTrpm7*-KO mice displayed elevated fed blood glucose relative to control littermates after 28 weeks of tamoxifen-induced recombination (Figure 1E). Plasma insulin levels (Figure 1F) and insulin sensitivity (Figure 1G) remained unchanged in both genotypes. Glucose-induced insulin secretion (GIIS) was severely diminished in isolated islets from *βTrpm7*-KO mice after 28 weeks of tamoxifen-induced recombination. Augmentation of glucose concentrations from 2.8 to 20 mM increased insulin release about 5-fold in WT islets, whereas only a 2.5-fold increase of basal insulin exocytosis was observed in the *βTrpm7*-KO islets (Figure 1H). Collectively, these data show that tissue-specific TRPM7 disruption in β cells progressively impairs glucose metabolism, which we hypothesized to be attributable to loss of β cell identity and impaired cell cycle regulation.

### TRPM7 kinase disruption reduces glucose tolerance and GIIS.

To decipher whether the impaired glucose metabolism is linked to the TRPM7 channel or kinase moiety, we took advantage of a mouse model harboring a single point mutation at the active site of the enzyme (*Trpm7^R/R^*). We monitored the metabolic phenotype of *Trpm7^R/R^* mice within 28 weeks. When fed a standard chow diet, *Trpm7^R/R^* mice showed no difference in body weight compared to their WT controls (Figure 2, A and B). However, *Trpm7^R/R^* mice displayed glucose intolerance at 8 weeks of age that became more prominent in 28-week-old mice (Figure 2, C and D, and Supplemental Figure 2A). Although the concentrations of blood glucose remained unchanged in fasted and fed 8-week-old *Trpm7^R/R^* mice relative to controls (Figure 2E), an elevated fed blood glucose was detected in *Trpm7^R/R^* mice at 28 weeks of age (Figure 2F). Insulin sensitivity and plasma insulin levels remained unaffected within this period (Supplemental Figure 2, B–E). This observation pointed to a putative role of the TRPM7 kinase in sustaining islet function and modulating insulin secretion. To test this hypothesis, we investigated GIIS using isolated islets from *Trpm7^R/R^* mice and control littermates. In accord with the impaired glucose tolerance observed in vivo, TRPM7 kinase disruption reduced maximal insulin secretion capacity in isolated islets (Figure 2G and Supplemental Figure 2F). Augmenting the glucose concentration from 2.8 to 20 mM enhanced insulin exocytosis about 4-fold in WT islets, whereas insulin exocytosis only rose 3-fold in isolated islets from 8-week-old *Trpm7^R/R^* mice (Figure 2G) and 2.2-fold at 28 weeks of age (Supplemental Figure 2F). Membrane depolarization of β cells by exposure to either 25 mM KCl or 300 μM tolbutamide increased insulin secretion to about 7- and 3.5-fold, respectively, while insulin exocytosis only increased 6.5- and 2-fold in isolated islets of *Trpm7^R/R^* mice at 8 weeks of age. Interestingly, basal insulin secretion was significantly lower in *Trpm7^R/R^* islets relative to WT controls (Figure 2G and Supplemental Figure 2F).

### TRPM7 kinase inactivation has no effect on glucose-induced Ca^2+^ responses and TRPM7-mediated ion currents.

β Cells display a characteristic Ca^2+^ oscillation pattern in response to high glucose concentration, thus regulating the exocytosis of insulin. Hence, we next asked whether impaired Ca^2+^ responses are attributable to declines in glucose-induced rises in insulin secretion in *Trpm7^R/R^* islets. Exposure to glucose initially induced a rapid increase in [Ca^2+^]_i_ followed by continuous oscillations in a subset of WT islet cells. *Trpm7^R/R^* islets responded similarly to 20 mM glucose in terms of [Ca^2+^]_i_ transients when compared to WT islets (Figure 3, A and B). The responses to tolbutamide (Figure 3, A and C) and KCl (Supplemental Figure 3, A and B) under identical conditions were also very similar to one another, supporting that canonical K_ATP_ signaling is not affected by loss of TRPM7 kinase function. Neither the Ca^2+^ oscillation frequency nor the average amplitude of the oscillatory response was different from one another in both genotypes (Supplemental Figure 4, A–C). Taken together, these data demonstrate that TRPM7 kinase disruption does not affect glucose-induced Ca^2+^ responses in β cells.

As TRPM7 channels are activated by depletion of intracellular Mg^2+^ (2), we determined the effects of intracellular Mg^2+^ removal on the underlying whole-cell currents in pancreatic islet cells isolated from WT and *Trpm7^R/R^* mice (Figure 4, A–G). Upon break-in by the patch pipette, most islet cells revealed huge outward currents, probably mediated by a voltage-dependent potassium efflux, which rapidly vanished after infusion of the cesium-based Mg^2+^-free pipette solution and washout of the cytosolic potassium content (Figure 4A). However, within 600 seconds, small currents with a current-voltage relationship reminiscent of TRPM7 activation developed in both the WT (Figure 4B, black trace) and *Trpm7^R/R^* (Figure 4C, purple trace) islet cells. To verify the dependency of these small outward currents on TRPM7 activation, we applied DVF (buffered by EDTA), resulting in substantially increased in- and outward currents in islet cells of both genotypes as a hallmark of TRPM7 activation (Figure 4, A–C). Since removal of external divalent cations increases TRPM7’s permeability to monovalent cations, both in- and outward currents increased and the current-voltage relationship switched from slightly outward rectification to a nearly linear shape (Figure 4, B and C, blue traces). Figure 4, D and E, show the current-voltage relations of the basal current–subtracted net TRPM7 current, extracted after 600 seconds (Figure 4D) and the basal current–subtracted net current measured in DVFs (Figure 4E) in islet cells from WT (black traces) and *Trpm7^R/R^* mice (purple). The amplitudes of net TRPM7 currents induced by depletion of free intracellular Mg^2+^ at +80 mV in the presence (Figure 4, D and F) and absence of extracellular divalent cations (Figure 4, E and G) in islet cells isolated from WT and *Trpm7^R/R^* mice were not significantly different, suggesting that in islet cells TRPM7-induced currents are not affected by the presence or absence of its kinase activity.

### Genetic loss of TRPM7 kinase does not alter the pancreatic islet cytoarchitecture.

Next, we asked whether loss of TRPM7 kinase function affects pancreatic islet development. We observed that islet density (Figure 5, A and B) as well as islet size distribution (Figure 5C) were similar in both genotypes. Islet size ranged between >45 and <420 μm in both genotypes, with the highest frequency found between 61 and 180 μm (Figure 5C). In both genotypes, approximately 60%–70% of the endocrine cells within the islets were insulin-positive β cells, localized in the central part of the islets, while glucagon-positive α cells were located at the islet periphery surrounding β cells (Figure 5, A and D). Moreover, the ratio of β to α cells remained unchanged in both genotypes (Figure 5E).

### TRPM7 kinase disruption attenuates insulin biosynthesis.

Next, we measured the insulin content in islets of both genotypes and noted a remarkable decrease of the insulin content in *Trpm7^R/R^* islets relative to WT controls (Figure 6A). While GIIS was also decreased in *Trpm7^R/R^* islets (see Figure 2G), the GIIS normalized to the content was not significantly different between WT and *Trpm7^R/R^*. These results indicate that the TRPM7 kinase plays a role in insulin biosynthesis rather than insulin release (Figure 6B). Western blot analysis supported the declines in insulin levels (Figure 6, C and D). To dissect the cellular mechanism underlying the reduced insulin content of *Trpm7^R/R^* islets, we performed real-time quantitative reverse transcription PCR (qRT-PCR) analyses and identified reduced expression of key genes involved in insulin production in *Trpm7^R/R^* islets relative to those in WT cells, including *Ins2*, pancreatic and duodenal homeobox 1 (*Pdx1*), and V-maf musculoaponeurotic fibrosarcoma oncogene homolog A (*MafA*) (Figure 6E). The reduced expression of PDX1 protein in *Trpm7^R/R^* islets was supported by Western blotting and immunohistochemistry (Figure 6, F–I). In addition, we demonstrated a remarkable decrease in insulin content as well as expression levels of PDX1 protein in isolated islets from *βTrpm7* KO after 28 weeks of tamoxifen-induced recombination (Supplemental Figure 5, A–C). These data suggest that the reduced insulin content of *Trpm7^R/R^* and *βTrpm7*-KO islets may be caused by decreased insulin synthesis secondary to a reduction of *Pdx1* expression.

### TRPM7 kinase inactivation impairs HFD-induced β cell mass expansion.

*Pdx1* is implicated in compensatory β cell mass expansion in response to diet-induced insulin resistance (25). Therefore, we examined whether TRPM7 kinase is required for maintenance of pancreatic islet function under HFD feeding. Although cumulative food intake (Figure 7A) was comparable in both genotypes, *Trpm7^R/R^* mice underwent pronounced increases in body weight and blood glucose levels (Figure 7, B and C) and a significant reduction in plasma insulin in the fed state relative to WT littermates (Figure 7D). Of note, during HFD feeding, glucose tolerance was severely impaired in *Trpm7^R/R^* mice relative to WT littermates (Figure 7E). Both groups of mice showed similar reductions in blood glucose levels in an insulin tolerance test (Figure 7F). Interestingly, the number of islets per pancreatic section (Figure 8A) as well as the frequency distribution of larger (301–360 μm) islets were reduced, while the distribution of small (0–60 μm) islets was increased in *Trpm7^R/R^* pancreatic slices (Figure 8B). However, total pancreatic weight did not differ between high-fat–fed *Trpm7^R/R^* and control littermates (Figure 8C). As normal islet compensation involves an expansion of β cell mass achieved by β cell hypertrophy and proliferation (26, 27), we examined β cell size, proliferation, and survival rates in response to HFD. Notably, *Trpm7^R/R^* islets displayed a significant decrease in β cell size relative to control littermates (Figure 8D). Ki67 was used as a proliferation marker. The abundance of Ki67-positive β cells was markedly reduced in *Trpm7^R/R^* islets compared with control littermates (Figure 8, E and F). Thus, these results suggest that loss of TRPM7 kinase restrains β cell proliferation in response to HFD. Importantly, we did not detect any TUNEL-positive, i.e., apoptotic, β cells in WT and *Trpm7^R/R^* islets (Supplemental Figure 6A). Furthermore, to investigate whether reduced β cell proliferation in *Trpm7^R/R^* mice is associated with impaired SOCE, we monitored passive Ca^2+^ release in response to the sarcoplasmic/endoplasmic reticulum calcium ATPase (SERCA) pump blocker cyclopiazonic acid followed by SOCE after Ca^2+^ re-addition. However, there was no significant difference both in passive Ca^2+^ release and in subsequent SOCE between β cells derived from *Trpm7^R/R^* and WT genotypes (Supplemental Figure 6, B–D).

### TRPM7 kinase inactivation reduces expression levels of genes involved in insulin production and cell cycle regulation.

We investigated the gene expression profile by RNA sequencing using RNA prepared from isolated islets of high-fat–fed *Trpm7^R/R^* and WT mice. 

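Islets of 3 WT mice and 3 *Trpm7 R/R* mice, whose TRPM7 has an inactive kinase, were sequenced after 16 weeks on an HFD with 45% of its energy from fat, started at 8 weeks of age. Each mouse gave 1 library, made with low-input RNA chemistry from lysed islets. For each library, the authors deposited raw reads per gene in exons, in introns and across exon-exon junctions, with RPKM and TPM values, and they also deposited a table of their own comparison of the genotypes. The aligner and the counting tool are not given in the sources used here. The library files rest on 18825699, 18226053 and 18460392 mapped reads in WT replicates 1, 2 and 3, as implied by the RPKM values, and on 17213285, 17626898 and 20307909 in *Trpm7 R/R* replicates 4, 6 and 8. Exon reads numbered 1312128, 1509903 and 2135466 in WT and 1792254, 1593555 and 1491796 in *Trpm7 R/R*.
Most reads in genes lay in introns, which held 80.5% ± 4.35 (SD, n = 3 mice) of gene reads in WT and 80.6% ± 2.63 (SD, n = 3) in *Trpm7 R/R*. A group of 11 predicted genes with very dense reads, of the kind that satellite repeats attract, held 56.9% ± 10.8 (SD, n = 3) of exon reads in WT and 63.7% ± 4.74 (SD, n = 3) in *Trpm7 R/R* (2-sided exact permutation test, p = 0.4). Exon-exon reads outside these genes and the mitochondrial chromosome, which come from spliced RNA, made up 0.148% ± 0.0519 (SD, n = 3) of mapped reads in WT and 0.0458% ± 0.00952 (SD, n = 3) in *Trpm7 R/R*. Every *Trpm7 R/R* library was below every WT library in this share (2-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The 1539 olfactory and vomeronasal receptor genes, which encode receptors of sensory neurons in the nose, had exon reads at 1.52 ± 0.292 (SD, n = 3) times the intronic density in WT and 1.55 ± 0.499 (SD, n = 3) times in *Trpm7 R/R*, as a median over these genes. Intronic density is the median over 5181 genes with at least 50000 bases of intron, and is called the background from here on. Introns of Y-linked genes had 1.35, 1.23 and 1.48 times the autosomal density in WT replicates 1, 2 and 3, 0.908 times in *Trpm7 R/R* replicate 4, and 0.0524 and 0.0416 times in *Trpm7 R/R* replicates 6 and 8. Introns of X-linked genes had 1.76 and 1.64 times the autosomal density in *Trpm7 R/R* replicates 6 and 8, against 0.652 to 0.925 in the other libraries. The paper states that WT and *Trpm7 R/R* mice were bred to be matched for age and sex and that mice of both sexes were fed the diet. The sex of each sequenced mouse is not given in the sources used here. By these reads, replicates 6 and 8 came from female mice and the other libraries from male mice, so genotype is partly confounded with sex.
Exon reads were compared between genotypes with edgeR's quasi-likelihood test after TMM scaling, over the 11674 genes that edgeR's filter on low counts kept, and fold changes are *Trpm7 R/R* over WT. A gene was called at an adjusted p of at most 0.05 and a change of at least 2-fold. In data simulated from the WT and *Trpm7 R/R* libraries over 10823 genes, this test recovered 61 of 87 genes changed 4-fold and 3 of 88 genes changed 2-fold, with 3 false calls.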

We identified upregulation of 382 genes and downregulation of 1,615 genes in *Trpm7^R/R^* islets. 

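In islets of HFD-fed *Trpm7 R/R* mice, 3 genes fell and no gene rose at an adjusted p of at most 0.05 and 2-fold from edgeR's quasi-likelihood test. *Pyy*, which encodes the gut and islet hormone peptide YY, had a normalized count of 960 ± 327 (SD, n = 3 mice) in WT and 157 ± 50.7 (SD, n = 3) in *Trpm7 R/R*. It fell by 2.61 on the log2 scale (standard error 0.35, adjusted p = 0.0255 from edgeR). *Ppy*, the gene of pancreatic polypeptide, fell by 2.37 (standard error 0.32, adjusted p = 0.0255 from edgeR), and *Hsp90b1*, the gene of an ER chaperone, fell by 2.12 (standard error 0.31, adjusted p = 0.0412 from edgeR). All of these genes were lower in each *Trpm7 R/R* library than in each WT library. Exon reads of *Trpm7* itself, on chromosome 2, had normalized counts of 70.6 ± 22.6 (SD, n = 3) in WT and 67.0 ± 28.4 (SD, n = 3) in *Trpm7 R/R*, a log2 fold change of -0.08 (standard error 0.38, adjusted p = 1.00 from edgeR). Tested autosomal genes of magnesium channels and transporters, *Trpm7* among them, had exon reads at no more than 1.54 times the background. Reads of *Trpm7* cannot be told apart from the background, so this value does not show whether its transcripts were unchanged.
At an unadjusted p under 0.05 and 2-fold, 80 genes were higher and 457 were lower in the same fit. Of those 80 higher genes, 38 (47.5%) lie on the X chromosome, which holds 368 of the 11674 genes tested. The fit had no term for sex, so for these X-linked genes, and for the other genes, a difference by genotype was not separated from a difference by sex. The 5 higher genes with the smallest p were *Shroom4*, *Xlr3a*, *Bean1*, *Zxdb* and *Gabra3*, of which all but *Bean1* are X linked. Their log2 fold changes were between 1.29 for *Zxdb* and 1.82 for *Xlr3a*, with adjusted p between 0.251 and 0.273 from edgeR. The Y-linked genes *Eif2s3y* and *Ddx3y*, which encode a translation factor subunit and an RNA helicase, had 0 reads in *Trpm7 R/R* replicates 6 and 8, and 12 and 37 reads in *Trpm7 R/R* replicate 4. In WT libraries they had at least 31 and 50 reads. In 799 genes every *Trpm7 R/R* library was below every WT library and in 425 it was above, together 10.5% of the genes tested, where chance gives 10%.
DESeq2's Wald test called 0 higher and 97 lower genes, edgeR's likelihood ratio test 1 and 161, its exact test 1 and 153, and limma-voom 60 and 277. No gene passed without WT replicate 1, WT replicate 2, *Trpm7 R/R* replicate 6 or *Trpm7 R/R* replicate 8, whereas 1 higher and 32 lower genes passed without WT replicate 3, and 45 higher and 151 lower genes without *Trpm7 R/R* replicate 4. That last fit leaves only *Trpm7 R/R* libraries with almost no Y-linked reads, so genotype and sex cannot be told apart in it. The sex-linked genes *Xist*, *Uty* and *Kdm5d* passed an adjusted p of 0.05 in that fit and with limma-voom, which was run with sample quality weights. They did not pass with DESeq2 or with edgeR's tests on all libraries, so sex was not separated in limma-voom's calls either. A scaling by the reads of ribosomal protein genes, chosen after seeing the data, moved the median log2 fold change of all genes from 0.01 to 1.34 and called 7230 higher and 6 lower genes.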

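Hormone genes of each endocrine cell type had lower counts in *Trpm7 R/R* islets. Genes of the exocrine, vascular and stromal cells around the islets had median log2 fold changes near 0, at exon reads close to the background. *Gcg*, the glucagon gene of α cells, had a log2 fold change of -1.97 (standard error 0.38, adjusted p = 0.0585 from edgeR). *Sst*, the somatostatin gene of δ cells, was at -1.68 (standard error 0.46, adjusted p = 0.216 from edgeR), and *Iapp*, the amylin gene of β cells, at -1.70 (standard error 0.41, adjusted p = 0.135 from edgeR). *Amy2a5*, an amylase gene of acinar cells, was at -0.06 (standard error 0.27), with a normalized count of 132 ± 20.7 (SD, n = 3) in WT and 126 ± 5.83 (SD, n = 3) in *Trpm7 R/R*.
Of 14 α cell markers, 7 could be tested and all 7 had negative log2 fold changes. None passed the threshold over all genes, 4 were lower at an unadjusted p under 0.05 and 4 when adjusted over the list alone. Their median was -1.22 (0.19 with scaling by ribosomal protein genes), and *Ttr*, the gene of the hormone carrier transthyretin, was at -2.48 (adjusted p = 0.0516 from edgeR). The list was lower than other genes with limma's camera (adjusted p = 5.50e-10, and adjusted p = 0.0516 with an estimated correlation). Of 6 PP cell markers 3 could be tested, and *Ppy* and *Pyy* were the 2 that fell, as they were when adjusted over the list alone (camera adjusted p = 1.11e-11, and adjusted p = 0.0516 with an estimated correlation). Of 10 δ cell markers, 9 could be tested, with 0 past the threshold by edgeR, 2 lower at an unadjusted p under 0.05, 2 adjusted over the list alone and a median of -0.15 (1.22 with scaling by ribosomal protein genes). Camera gave an adjusted p of 0.335 for this list, and 0.0307 without *Trpm7 R/R* replicate 8.
With TMM scaling, no member of the lists of acinar, duct, endothelial, macrophage, stellate or Schwann cell markers passed the threshold by edgeR, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 2 duct markers and 1 stellate cell marker were lower. Median log2 fold changes were -0.06 over 5 of 33 acinar genes, 0.15 over 7 of 16 duct genes, 0.07 over 10 of 16 endothelial genes, 0.16 over 4 of 22 macrophage and leukocyte genes, -0.12 over 12 of 22 stellate cell and fibroblast genes and 0.04 over 4 of 10 Schwann cell and neuron genes. Camera gave adjusted p between 0.460 and 0.933 for these lists. With scaling by ribosomal protein genes, these medians were between 1.24 and 1.52, against 1.34 over all tested genes. The tested members of these lists had median densities of exon reads between 0.977 and 2.11 times the background. A group of 72 genes whose exon reads stand at least 5 times above the background and above their own introns, with exon-exon reads, took 0.271% ± 0.106 (SD, n = 3) of mapped reads in WT and 0.0706% ± 0.0207 (SD, n = 3) in *Trpm7 R/R* (2-sided exact permutation test, p = 0.1).

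**Figure D1:**
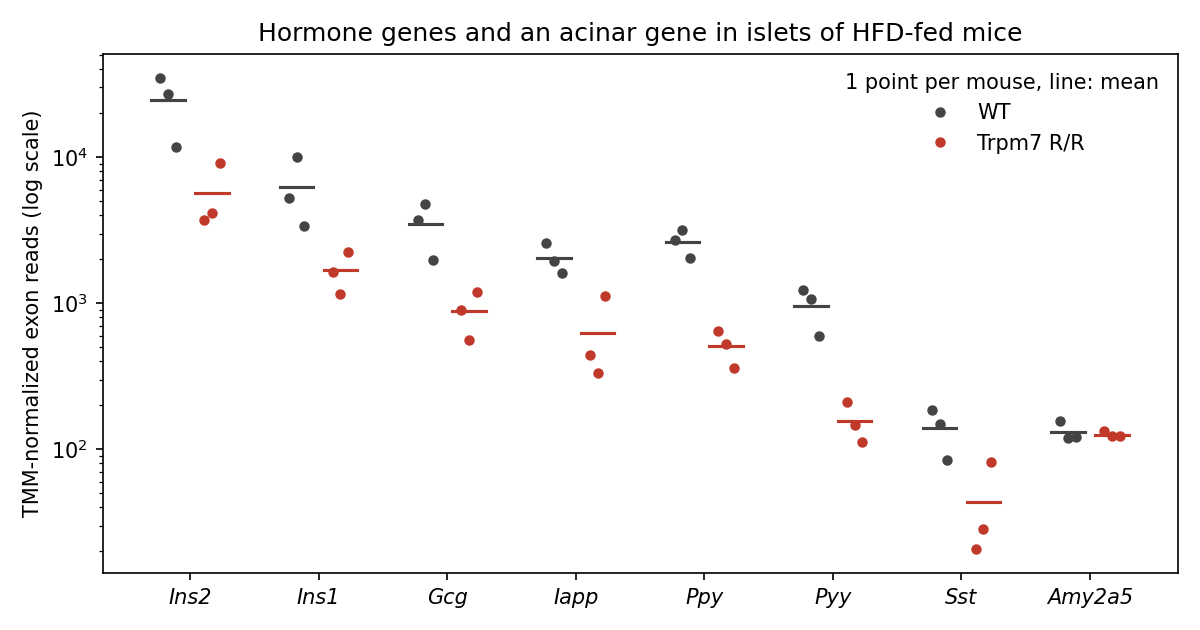
TMM-normalized exon reads per library, on a log axis, of 6 islet hormone genes, *Iapp* and the acinar gene *Amy2a5* in WT and *Trpm7 R/R* islets. Points are mice (3 per genotype) and lines are means. *Pyy* and *Ppy* passed the test, *Gcg*, *Sst* and *Iapp* did not, and *Amy2a5* was at a log2 fold change of -0.06. With scaling by ribosomal protein genes, where the median of all tested genes is 1.34, *Amy2a5* was at 1.26 and the hormone genes kept negative log2 fold changes.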

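The 5 genes of insulin production that the paper names had fewer reads in *Trpm7 R/R* islets than in WT islets, from 2.27-fold for *Pdx1* to 5.09-fold for *Mafa*, but none of them passed the threshold over all genes. *Ins2*, an insulin gene on chromosome 7, had a normalized count of 24653 ± 11803 (SD, n = 3 mice) in WT and 5650 ± 2991 (SD, n = 3) in *Trpm7 R/R*. Its log2 fold change was -2.13 (standard error 0.47, adjusted p = 0.0985 from edgeR). *Mafa*, the gene of a transcription factor of the insulin promoter, on chromosome 15, had counts of 137 ± 70.4 (SD, n = 3) and 26.8 ± 1.11 (SD, n = 3), a log2 fold change of -2.35 (standard error 0.41, adjusted p = 0.0516 from edgeR). *Cpe*, which encodes the carboxypeptidase that trims proinsulin, was at -1.61 (standard error 0.35, adjusted p = 0.0958 from edgeR). With total gene reads, which include introns, *Cpe* was at -0.43, whereas *Ins2* was at -2.12. *Nkx6-1* and *Pdx1*, which encode β cell transcription factors, were at -1.59 (standard error 0.48, adjusted p = 0.282 from edgeR) and -1.19 (standard error 0.43, adjusted p = 0.513 from edgeR). For each of these 5 genes all 3 *Trpm7 R/R* libraries were below all 3 WT libraries. *Pdx1* had 20 to 27 reads per WT library and 7 to 12 per *Trpm7 R/R* library.
The study's insulin production list, from Supplemental Table 1 and Supplemental Figure 7, holds 12 genes, of which 11 could be tested. All 11 had negative log2 fold changes with edgeR and 8 were lower at an unadjusted p under 0.05, with 0 past the threshold over all genes and 8 past it when adjusted over the list alone. The smallest changes were those of *Nkx2-2* (-0.57), *Pcsk1*, the gene of a proinsulin convertase (-0.50), and *Foxo1* (-0.07). The paper shows this list for these same samples, so its direction here is not independent evidence. DESeq2, edgeR's likelihood ratio test, its exact test and limma-voom each called 5 members lower, and 3 were called without WT replicate 3 and 3 without *Trpm7 R/R* replicate 4. The median of the list was -1.53 (-0.11 with scaling by ribosomal protein genes), and camera gave an adjusted p of 3.03e-16 (adjusted p = 0.0591 with an estimated correlation).
Among lists chosen without these samples, 18 of 19 genes of insulin granules and prohormone processing could be tested and all 18 were negative, with a median of -1.55 (-0.15 with scaling by ribosomal protein genes). None passed over all genes by edgeR, 12 were lower at an unadjusted p under 0.05 and 11 adjusted over the list alone (camera adjusted p = 4.93e-25, and adjusted p = 0.0591 with an estimated correlation). *Ins1*, *Ins2*, *Pcsk1*, *Pcsk2* and *Cpe* are on this list and on the study's list, so the lists are not independent of each other. *Chga*, the gene of the granule protein chromogranin A, was at -2.06 (adjusted p = 0.0585 from edgeR). Of 18 mature β cell markers, 14 could be tested, with 0 past the threshold by edgeR, 5 lower at an unadjusted p under 0.05 and 5 adjusted over the list alone. Their median was -0.85 (0.50 with scaling by ribosomal protein genes), with camera's adjusted p = 6.60e-08 (adjusted p = 0.0591 with an estimated correlation), and *Ucn3*, the gene of urocortin 3 that marks mature β cells, was at -2.20 (adjusted p = 0.0844 from edgeR). Of 18 β cell identity factors, 13 could be tested, again with 0 past the threshold by edgeR, 5 lower at an unadjusted p under 0.05 and 5 adjusted over the list alone. Their median was -0.41 (0.93 with scaling by ribosomal protein genes), with camera's adjusted p = 5.18e-06 (adjusted p = 0.132 with an estimated correlation). They include *Mafa*, *Pdx1*, *Nkx6-1*, *Neurod1*, *Nkx2-2*, *Foxo1* and *Pax4*, which are also on the study's list. For 5 of 15 markers of immature or dedifferentiated β cells the median was 0.22, none was lower or higher by edgeR even at an unadjusted p under 0.05 with TMM scaling, and camera's adjusted p was 0.346. With scaling by ribosomal protein genes their median was 1.55 and all 5 were called higher, but that scaling called 7230 of all 11674 genes tested higher at 2-fold.
*Ins1* and *Ins2* are paralogs that may share reads, and with uniquely mapped reads their log2 fold changes were -1.89 and -2.13. Among the 72 genes well above the background and their own introns, reads of *Ins1* and *Ins2* made up 61.3% ± 6.90 (SD, n = 3) in WT and 54.1% ± 9.60 (SD, n = 3) in *Trpm7 R/R* (2-sided exact permutation test, p = 0.4), and a fit to these genes alone, chosen after seeing the data, gave *Ins2* a log2 fold change of -0.52 (standard error 0.42, adjusted p = 0.835 from edgeR).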

Interestingly, genes critical to insulin production were found to be downregulated, including *Ins2*, *MafA*, *Pdx1*, *Cpe*, and *Nkx6-1*. 

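*Ccnd2*, which encodes cyclin D2 of the G1 phase, had a normalized count of 164 ± 79.2 (SD, n = 3 mice) in WT islets and 54.3 ± 7.89 (SD, n = 3) in *Trpm7 R/R* islets. Its log2 fold change was -1.59 (standard error 0.37, adjusted p = 0.108 from edgeR), and each *Trpm7 R/R* library was below each WT library. *Cdk4*, the gene of its partner kinase, had 17.5 ± 14.1 (SD, n = 3) and 6.96 ± 3.22 (SD, n = 3) normalized counts, too few for edgeR's filter. With all genes of at least 1 count, *Cdk4* was at -1.26 (standard error 0.54, adjusted p = 0.683 from edgeR). *Cirbp*, the gene of the cold-inducible RNA-binding protein CIRP, and *Pimreg*, a gene of mitotic cells, were also below the filter, and in that wider fit were at -1.17 (standard error 0.58) and -1.02 (standard error 1.19). *Kmt2e*, also called *Mll5*, a gene of the trithorax family, was at -0.75 (standard error 0.38, adjusted p = 0.968 from edgeR).
The study's cell cycle and proliferation list, from Supplemental Table 1 and Supplemental Figure 7, holds 15 genes, of which 8 could be tested, and all 8 had negative log2 fold changes. By edgeR 0 members passed the threshold over all genes, 3 were lower at an unadjusted p under 0.05 and 1 passed when adjusted over the list alone. These genes are shown in the paper for the same samples, so their direction here is not independent evidence. *Cdk5rap3* and *Cdk15*, which encode a CDK5 regulator and a CDK-like kinase, were at -1.13 (adjusted p = 0.662 from edgeR) and -1.18 (adjusted p = 0.536 from edgeR). DESeq2, edgeR's likelihood ratio test and its exact test each called 1 member lower, which was *Ccnd2*. With limma-voom and without *Trpm7 R/R* replicate 4 the members called were 2, *Ccnd2* and *Cdk11b*. The median of the list was -0.94 (0.47 with scaling by ribosomal protein genes), and camera gave an adjusted p of 2.51e-06 (adjusted p = 0.132 with an estimated correlation). Of its 15 genes, 14 had exon reads under 2 times the background.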

We also observed downmodulation of genes involved in cell cycle regulation, such as cyclin-dependent kinase 4 (*Cdk4*) and *Ccnd2*, and several proliferation markers, including *Cirp*, *Mll5*, and *Pimerg* (Supplemental Table 1). No changes were observed in the expression levels of genes involved in glucose sensing and exocytosis (Supplemental Table 2). 

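For genes of the glucose transporter, of voltage-gated calcium channels and of the vesicle fusion machinery, exon reads stood close to the background and no difference between *Trpm7 R/R* and WT islets passed the test. *Slc2a2*, the gene of the glucose transporter GLUT2, had a normalized count of 25.7 ± 1.65 (SD, n = 3 mice) in WT and 21.4 ± 3.04 (SD, n = 3) in *Trpm7 R/R*, a log2 fold change of -0.26 (standard error 0.36). *Snap25*, a gene of the SNARE complex that fuses vesicles, was at -0.34 (standard error 0.29), and *Cacna1d*, the gene of a voltage-gated calcium channel of β cells, at -0.03 (standard error 0.34). *Glud1*, the gene of glutamate dehydrogenase, was the only member above 0, at 0.42 (standard error 0.40), and *Cacna1a* the lowest, at -0.82 (standard error 0.39, adjusted p = 0.898 from edgeR).
The study's list of glucose sensing and exocytosis genes, from Supplemental Table 2 and the heat map of Supplemental Figure 7, holds 15 genes, of which 11 could be tested and 10 were negative. By edgeR, 0 were lower and 0 higher over all genes, at an unadjusted p under 0.05 or when adjusted over the list alone, and DESeq2, edgeR's other tests and limma-voom also called 0. The list is shown in the paper for these samples, so it is not independent evidence. The median was -0.14 (1.17 with scaling by ribosomal protein genes, where 5 of the 11 were called higher), with camera's adjusted p = 0.491. That scaling called 7230 of all 11674 genes tested higher at 2-fold. *Stx1a*, a SNARE gene, had 0 to 2 reads per library, below edgeR's filter. Over the 11 genes the median density of exon reads was 1.16 times the background, with *Snap25* the highest at 3.42 times.
Of 22 genes of exocytosis and ion channels on a list chosen without these samples, which shares members such as *Snap25* and *Cacna1d* with the study's, 16 could be tested and 12 were negative. None passed by edgeR over all genes or adjusted over the list alone, and 2 were lower at an unadjusted p under 0.05. These were *Syt13*, the gene of a synaptotagmin, at -1.22 (adjusted p = 0.230 from edgeR), and *Abcc8*, the gene of a subunit of the ATP-sensitive potassium channel, at -1.27 (adjusted p = 0.422 from edgeR). The median was -0.24 (1.08 with scaling by ribosomal protein genes), with camera's adjusted p = 0.0127 (adjusted p = 0.132 with an estimated correlation, and 0.110 with total gene reads). Of 18 genes of glucose metabolism, 13 could be tested, 10 were negative, 3 were lower at an unadjusted p under 0.05 and 0 passed by edgeR over all genes or adjusted over the list alone. Those 3 were *Pkm*, *Gapdh* and *Mdh1*, which encode enzymes of glycolysis and of malate oxidation, with log2 fold changes between -1.29 and -1.04. The median was -0.28 (0.93 with scaling by ribosomal protein genes), with camera's adjusted p = 0.0375 (adjusted p = 0.159 with an estimated correlation). Camera's call for this list was lost without WT replicate 1, WT replicate 3, *Trpm7 R/R* replicate 4 or *Trpm7 R/R* replicate 6, with adjusted p of 0.0639, 0.0733, 0.0595 and 0.175. It was also lost with total gene reads (adjusted p = 0.814), with at least 10 counts in every library (0.276) and with uniquely mapped reads (0.0603).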

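Among protein-coding autosomal genes, the median log2 fold change was far from 0 for the genes with the densest exon reads. Genes lower at an unadjusted p under 0.05 and 2-fold were found at every density. Among the 70 such genes with exon reads at least 10 times above the background, the median log2 fold change was -1.57 (-0.09 with scaling by ribosomal protein genes) and 44 genes were lower at an unadjusted p under 0.05 and 2-fold, with 0 higher. Among the 196 genes at 5 to 10 times the background the median was -0.09 (1.27 with scaling by ribosomal protein genes), with 39 lower and 0 higher, and among the 693 genes at 3 to 5 times it was -0.04 (1.30), with 59 lower and 1 higher. Among the 4692 genes with exon reads below the background, the median was -0.02 (1.30 with scaling by ribosomal protein genes), with 113 genes lower and 20 higher at the same limits. In the simulated data, 4.86% of unchanged genes had an unadjusted p under 0.05 in either direction. The 113 genes alone thus do not show that genes below the background fell.
Beyond the 3 genes that passed the test, the lowest p in the comparison fell on transcripts of different functions, each with an adjusted p of 0.0516 from edgeR. *P4hb*, the gene of an ER disulfide isomerase, had a log2 fold change of -2.24 (standard error 0.35), *Mt1*, the gene of the metal-binding protein metallothionein 1, -3.13 (standard error 0.51), and *Rps14*, the gene of a ribosomal protein, -2.49 (standard error 0.45). *Calr*, the gene of the ER lectin chaperone calreticulin, was at -2.04 (standard error 0.38).

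**Figure D2:**
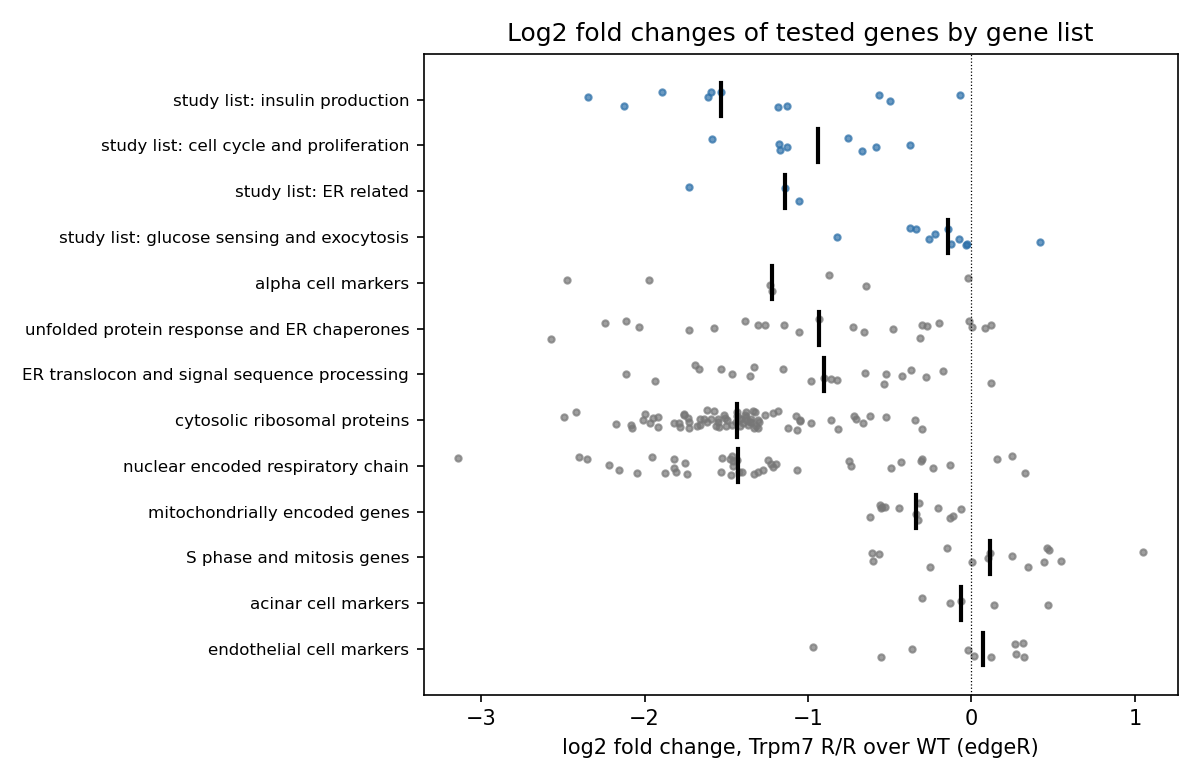
Log2 fold changes (horizontal axis, *Trpm7 R/R* over WT, edgeR) of the tested genes of 13 gene lists. Points are genes, black lines are list medians, and blue points mark the lists that the paper shows for these samples. Medians lie between -2 and -0.5 for insulin production, cell cycle, ER, α cell, chaperone, translocon, ribosomal and respiratory chain genes, and within 0.5 of 0 for the other lists. With scaling by ribosomal protein genes, the medians of the cell cycle, ER, α cell, chaperone and translocon lists are above 0. That scaling moves the median of all tested genes to 1.34, so these lists stay below it.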

A volcano plot (Figure 8G) and heatmaps (Supplemental Figure 7, A and B) illustrate the differential expression of genes involved in insulin biosynthesis, cell cycle progression, and cellular proliferation. A summary of the genes involved in insulin production and cell cycle regulation that were downregulated in islets lacking TRPM7 kinase is shown in Supplemental Figure 7, C and D.

### TRPM7 regulates β cell function via protein kinase B (AKT) and ERK1/2 signaling pathways.

TRPM7 kinase regulates TGF-β/SMAD signaling (28). This signaling pathway has been implicated in various cellular processes, including proliferation, differentiation, apoptosis, and cell migration (29). To gain insight into the connection between TRPM7 kinase and signaling cascades triggering compensatory islet responses to an HFD, we employed a bead-based Bio-Plex assay to simultaneously measure the phosphorylation status of multiple TGF-β/SMAD signaling proteins in the same sample. We examined the phosphorylation status of SMAD2 (Ser465/Ser467), SMAD3 (Ser423/Ser425), AKT (Ser473), and ERK1/2 (Thr185/Tyr187) as well as total protein levels of SMAD4 in isolated islets from *Trpm7^R/R^* and WT mice on an HFD for 16 weeks. A slight decrease was detected in the phosphorylation levels of SMAD2 and total SMAD4. However, the differences did not reach statistical significance. *Trpm7^R/R^* mice displayed a significant reduction of ERK-dependent signaling under HFD feeding. Interestingly, our results demonstrated a 40% reduction of AKT phosphorylation in *Trpm7^R/R^* mice fed with an HFD (Figure 8H). Quantification of SMAD3 phosphorylation status was below the detection limit in both genotypes and excluded from the study.

Next, we asked whether reduced ERK1/2 and AKT phosphorylation in *Trpm7^R/R^* islets is attributable to the dysfunctional TRPM7 in β cells. To address this question, we measured the phosphorylation status of ERK1/2 and AKT in isolated islets from *βTrpm7*-KO mice and control littermates on 16 weeks of an HFD. Notably, *βTrpm7*-KO mice demonstrated a significant decrease in both ERK- and AKT-dependent signaling (Supplemental Figure 8, A and B), supporting the role of TRPM7 in modulating these signaling cascades in β cells.

### TRPM7 overexpression induces GIIS in MIN6 cells.

To test whether enhanced expression of *Trpm7* in β cells induces insulin secretion, we used cultured MIN6 mouse insulinoma cells as an in vitro model. We transiently transfected MIN6 cells with *Trpm7* WT or *Trpm7^R/R^* plasmids or with empty vector (Supplemental Figure 9A). The MIN6 cells treated with the *Trpm7^R/R^* plasmid had a GIIS response similar in magnitude to that of MIN6 cells treated with an empty vector. In contrast, MIN6 cells transfected with the *Trpm7* WT plasmid displayed a pronounced increase in GIIS (Supplemental Figure 9B). This response pattern is in good agreement with the data obtained with isolated islets from *βTrpm7*-KO and *Trpm7^R/R^* mice. Next, we investigated the effect of *Trpm7* overexpression in MIN6 cells on the expression levels of key signaling proteins. Western blotting studies showed that treatment of MIN6 cells with *Trpm7* WT plasmid led to a significant increase in phosphorylated forms of ERK1/2 and AKT (Ser473), as compared with cells treated with empty vectors. The expression levels of total ERK and AKT remained essentially unchanged after *Trpm7* WT overexpression (Supplemental Figure 9, C–E).

## Discussion

We report here that TRPM7 regulates glucose homeostasis and compensatory pancreatic islet responses via its kinase moiety. Impaired glucose tolerance and GIIS were comparable among *βTrpm7*-KO and *Trpm7^R/R^* genotypes. Importantly, mice from both genotypes developed age-dependent rises in dysfunctional glucose metabolism and declines in GIIS. Reduced insulin secretion in response to various insulin secretagogues in *Trpm7^R/R^* suggests a salient role of this α-kinase in maintaining β cell function. Intracellular Ca^2+^ transients are the final trigger for insulin exocytosis. Studies with *Trpm7^R/R^* pancreatic islets showed that glucose and high KCl-induced Ca^2+^ responses remained unaffected, suggesting that the reduction of GIIS in *Trpm7^R/R^* mice is not caused by impaired Ca^2+^ signaling in β cells. In addition, TRPM7-like currents in *Trpm7^R/R^* islets were comparable to those of WT cells, demonstrating that the channel moiety of TRPM7 remains intact in this mouse model. Interestingly, we found a pronounced reduction of insulin content accompanied by reduced *Pdx1* transcript and protein levels in *Trpm7^R/R^* and *βTrpm7*-KO mice. In humans, mutations of *Pdx1* are strongly associated with diabetes (30). Previous studies have demonstrated a correlation between low PDX1 levels and β cell dysfunction (31, 32), because PDX1 directly regulates the expression of the insulin gene and other components of the GIIS pathway, including *MafA* (33, 34). Therefore, we suggest that *Pdx1* downregulation might suppress insulin production in *Trpm7^R/R^* and *βTrpm7*-KO mice.

Importantly, *Pdx1* and *MafA* are the key β cell markers and major transcription factors to maintain β cell identity. Altered identity of β cells has been proposed as an underlying mechanism of diabetes progression in patients (35, 36). Furthermore, previous studies linked overexpression of PDX1 to the upregulation of several cell cycle genes and increases in β cell proliferation (37, 38). Therefore, we attribute the age-dependent progressive impairment in glucose metabolism in *Trpm7^R/R^* and *βTrpm7*-KO mice to the gradual loss of β cell identity and reduced β cell proliferation due to *Pdx1* downregulation.

Accumulating evidence has underscored the pivotal role of PDX1 in β cell expansion and survival in response to an HFD challenge (25). Therefore, we set out to define the role of TRPM7 kinase in β cell survival and compensatory hypertrophy in response to an HFD. Thus, an obesogenic diet resulted in increased body weight, hyperglycemia, reduced insulin levels, and glucose intolerance in *Trpm7^R/R^* mice relative to WT controls. These phenotypic changes were not caused by severe insulin resistance in *Trpm7^R/R^* mice, because insulin tolerance was comparable in both genotypes. It is worth mentioning that high-fat–fed *Trpm7^R/R^* mice became more severely hyperglycemic than control littermates after 16 weeks of obesogenic diet, especially in the fed state. Collectively, our data are compatible with the notion that the pronounced impairment of glucose homeostasis in *Trpm7^R/R^* mice is attributable to impaired compensatory β cell mass expansion and proliferation in response to obesogenic diet. Glucose intolerance observed in the *Trpm7^R/R^* mice on the HFD was consistent with the metabolic phenotype of *Pdx1*^+/–^ animals (39). Like our findings in *Trpm7^R/R^* mice, high-fat feeding induced a similar weight gain in *Pdx1*^+/–^ animals relative to WT controls (25). Taken together, we suggest that reduced *Pdx1* expression in *Trpm7^R/R^* mice dampens both insulin production and compensatory β cell mass expansion, entailing compromised glucose tolerance in high-fat–fed *Trpm7^R/R^* mice.

Prior to our work, Altman et al. (21) observed that β cell proliferation induced by 2-week HFD was significantly reduced in TRPM7 deficient β cells. In agreement with our finding, TRPM7 disruption in β cells did not alter glucose tolerance within 4 weeks of recombination. However, the authors suggested that reduced proliferation observed after exposure to obesogenic diet was mediated by impeded Mg^2+^ influx into β cells during proliferation (21). In this context, it is worth mentioning that TRPM7 channel and kinase activities are mutually interdependent, in that the kinase functionality requires the influx of Mg^2+^ through the channel pore (40). Therefore, we put forward an alternative explanation and suggest that hampered β cell proliferation may be attributable to reduced kinase activity that results from declines in Mg^2+^ levels. Furthermore, our histological studies of *Trpm7^R/R^* mice pancreas do not agree with the developmental changes Altman et al. showed after TRPM7 inactivation (21). This difference might point to the role of the channel moiety of TRPM7 in early events influencing pancreatic endocrine development.

RNA-Seq studies with RNA isolated from high-fat–fed *Trpm7^R/R^* and control islets demonstrated that TRPM7 kinase deficiency downregulated the genes involved in insulin biosynthesis, cell cycle progression, and proliferation. 

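The lower counts in *Trpm7 R/R* islets covered genes of protein synthesis and mitochondria as well as genes of insulin production. Of 80 cytosolic ribosomal protein genes, 76 could be tested, all 76 had negative log2 fold changes and 67 were lower at an unadjusted p under 0.05. None passed over all genes by edgeR and 67 passed when adjusted over the list alone. The median was -1.43 (-0.02 with scaling by these genes themselves), with camera's adjusted p = 2.79e-88 (adjusted p = 0.0541 with an estimated correlation). *Rplp1* and *Rpl41* had log2 fold changes of -2.01 (standard error 0.36) and -2.00 (standard error 0.36), each with an adjusted p of 0.0516 from edgeR, and ribosomal protein genes have many pseudogene copies that may share their reads. Reads of this list made up 0.0385% ± 0.0162 (SD, n = 3 mice) of mapped reads in WT and 0.0138% ± 0.00262 (SD, n = 3) in *Trpm7 R/R* (2-sided exact permutation test, p = 0.1).
Of 75 nuclear genes of the respiratory chain, 42 could be tested and 39 were negative. None passed over all genes by edgeR, 30 were lower at an unadjusted p under 0.05 and 28 adjusted over the list alone, with a median of -1.43 (-0.01 with scaling by ribosomal protein genes). Camera gave an adjusted p of 1.52e-35 (adjusted p = 0.0541 with an estimated correlation). *Ndufb11*, the gene of a complex I subunit, was at -3.14 (standard error 0.62, adjusted p = 0.0592 from edgeR). The 13 protein-coding genes of the mitochondrial chromosome were all negative, with a median of -0.34 (1.04 with scaling by ribosomal protein genes), 0 at an unadjusted p under 0.05 and 0 adjusted over the list alone by edgeR. Camera's adjusted p for them was 0.00644 (adjusted p = 0.689 with an estimated correlation), and it was 0.504 without WT replicate 2, 0.193 without WT replicate 3 and 0.190 without *Trpm7 R/R* replicate 8. Of 21 genes of the oxidative stress response, 12 could be tested and 10 were negative, with 0 past the threshold over all genes by edgeR, 5 lower at an unadjusted p under 0.05, 4 adjusted over the list alone and a median of -0.83 (0.53 with scaling by ribosomal protein genes). Camera's adjusted p was 5.50e-10 (adjusted p = 0.0516 with an estimated correlation). These included *Sod1*, the gene of a superoxide dismutase, at -1.65 (standard error 0.36), and *Mt2*, a metallothionein gene, at -2.76 (standard error 0.55).
From its RNA-Seq data on insulin and cell cycle genes, the paper concludes that loss of TRPM7 kinase activity lowers transcripts of insulin biosynthesis, cell cycle progression and proliferation. It proposes that lower *Cdk4* expression might account in part for the smaller islets and the weaker β cell proliferation of *Trpm7 R/R* mice on the HFD.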

Notably, TRPM7 kinase disruption engenders reduced expression of 2 early G1/S phase molecules, cyclin D2 and *Cdk4* in high-fat–fed mice. It has previously been demonstrated that mice lacking *Cdk4* exhibit islet deformity and a reduced size of islets accompanied by diminished insulin production, whereas activation of the CDK4 pathway resulted in β cell hyperplasia (41). 

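*Ccnd2* had 163, 255 and 85 reads in WT replicates 1, 2 and 3 and 55, 41 and 66 reads in *Trpm7 R/R* replicates 4, 6 and 8. *Cdk4* had 33, 5 and 15 reads in WT and 7, 9 and 4 in *Trpm7 R/R*, so that WT replicate 2 lay below 2 of the *Trpm7 R/R* libraries. *Ccnd3*, the gene of cyclin D3, had 1 to 10 reads per library, too few to test.
Of 29 regulators of the G1/S transition on a list chosen without these samples, 13 could be tested and 9 had negative log2 fold changes. *Ccnd2*, *Ccnd3*, *Cdk4* and *Cdk7* are on this list as well as on the study's. By edgeR 0 passed over all genes, 1 was lower at an unadjusted p under 0.05 and 1, *Ccnd2*, passed when adjusted over the list alone. The median was -0.26 (1.12 with scaling by ribosomal protein genes). Camera gave an adjusted p of 0.189 for the list, 0.0491 with all genes of at least 1 count, and 0.0461 without WT replicate 2 and 0.0463 without *Trpm7 R/R* replicate 4. Exon reads of these 13 genes had a median density of 0.620 times the background, and those of *Ccnd2* stood at 2.66 times, against 0.847 times for *Cdk4*.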

Interestingly, reduced pancreas size in *Cdk4*-deficient mice is thought to result from impaired mesenchymal development and decreased numbers of PDX1^+^ pancreatic progenitor cells (42). Moreover, CDK4 enhances β cell replication within adult islets and activates progenitor cells within adult pancreatic ductal epithelium in response to partial pancreatectomy (43). We suggest that reduced islet size, and impaired β cell proliferation in high-fat–fed *Trpm7^R/R^* mice, might be attributable at least partially to reduced CDK4 expression in pancreatic islets. In addition, we noted that the transcript levels of several other proliferation markers, including *Cirp*, *Mll5*, and *Pimerg*, were substantially reduced in high-fat–fed TRPM7 *Trpm7^R/R^* mice. 

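*Cirbp* had 21, 9 and 10 reads in WT replicates 1, 2 and 3 and 6, 7 and 3 reads in *Trpm7 R/R* replicates 4, 6 and 8, each *Trpm7 R/R* library below each WT library after scaling. *Pimreg* had 1 to 3 reads per WT library and 0 to 2 per *Trpm7 R/R* library, where a difference was not detectable at this depth. *Kmt2e* had normalized counts of 71.2 ± 31.2 (SD, n = 3 mice) in WT and 42.3 ± 8.94 (SD, n = 3) in *Trpm7 R/R*, a difference within the spread between WT mice. *Mki67*, the gene of the proliferation marker Ki67, had 32.6 ± 9.31 (SD, n = 3) and 29.2 ± 10.5 (SD, n = 3) normalized counts, a log2 fold change of -0.15 (standard error 0.39).
Of 36 genes of S phase and mitosis, chosen without these samples, 15 could be tested and 5 had negative log2 fold changes. None was lower or higher by edgeR over all genes, at an unadjusted p under 0.05 or adjusted over the list alone. The median was 0.11 (1.45 with scaling by ribosomal protein genes, where 10 of the 15 were called higher), with camera's adjusted p = 0.538. That scaling called 7230 of all 11674 genes tested higher at 2-fold. Exon reads of these 15 genes had a median density of 0.694 times the background.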

Interestingly, CIRP activation occurs downstream of various stress stimuli and is known to regulate cell survival and cell proliferation, particularly during stress (44).

In mouse models of diet-induced obesity, high-fat feeding has been linked to ER stress in β cells, resulting in the inability to trigger an appropriate unfolded protein response (UPR), potentially leading to β cell apoptosis (45). Previous studies show that *Pdx1*^+/–^ β cells are more susceptible to ER stress under high-fat feeding (25). PDX1 plays a crucial role in the regulation of genes involved in ER function, including disulfide bond formation, protein folding, and the UPR. Here, we show the downregulation of several ER-related genes in *Trpm7^R/R^* islets, including genes encoding enzymes critical for disulfide bond formation in the ER (*Pdia4* and *Pdia6*), ER chaperone (*Hspa5*), and mediators of UPR pathways (*Atf4*), which are direct transcriptional targets of PDX1 (25). 

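*Hspa5*, the gene of the ER chaperone BiP, had a normalized count of 122 ± 19.1 (SD, n = 3 mice) in WT and 36.6 ± 11.5 (SD, n = 3) in *Trpm7 R/R* islets. Its log2 fold change was -1.73 (standard error 0.32, adjusted p = 0.0518 from edgeR), just outside the threshold. *Pdia6*, the gene of a protein disulfide isomerase, was at -1.05 (standard error 0.47, adjusted p = 0.795 from edgeR), and *Atf4*, the gene of a transcription factor of the UPR, at -1.14 (standard error 0.54, adjusted p = 0.886 from edgeR). With total gene reads *Pdia6* was at -0.25, *Hspa5* at -1.52 and *Atf4* at -1.21. *Pdia4*, another disulfide isomerase gene, had 24, 17 and 6 reads in WT and 5, 5 and 4 reads in *Trpm7 R/R*, below edgeR's filter, and with all genes of at least 1 count was at -1.60 (standard error 0.58, adjusted p = 0.394 from edgeR).
Of these 4 genes, from Supplemental Table 1, 3 could be tested. By edgeR 0 passed over all genes, 2 were lower at an unadjusted p under 0.05 and 1, *Hspa5*, passed when adjusted over the list alone. The paper lists them for these samples, so they are not independent evidence. DESeq2, edgeR's likelihood ratio and exact tests, limma-voom and the fit without *Trpm7 R/R* replicate 4 each called 1, again *Hspa5*. The median was -1.14 (0.19 with scaling by ribosomal protein genes), with camera's adjusted p = 4.01e-06 (adjusted p = 0.0731 with an estimated correlation).
Of 30 genes of the unfolded protein response and ER chaperones, chosen without these samples, 23 could be tested and 20 were negative. *Hspa5*, *Pdia4* and *Pdia6* are on this list as well as on the study's. *Hsp90b1* was the 1 member that fell, 12 were lower at an unadjusted p under 0.05 and 11 when adjusted over the list alone. The call of *Hsp90b1* was lost without WT replicate 1 (adjusted p = 0.250 from edgeR), WT replicate 2 (0.406), *Trpm7 R/R* replicate 6 (0.310) or *Trpm7 R/R* replicate 8 (0.269), with log2 fold changes between -2.11 and -1.88 in these fits. The list median was -0.93 (0.42 with scaling by ribosomal protein genes), with camera's adjusted p = 2.69e-17 (adjusted p = 0.0541 with an estimated correlation). Of 25 genes of the ER translocon and signal sequence processing, 21 could be tested and 20 were negative, with 0 past the threshold over all genes by edgeR, 11 lower at an unadjusted p under 0.05 and 10 adjusted over the list alone. Their median was -0.90 (0.41 with scaling by ribosomal protein genes), with camera's adjusted p = 2.21e-16 (adjusted p = 0.0541 with an estimated correlation), and *Sec62*, the gene of a translocon subunit, was at -1.69 (standard error 0.36). Of 27 genes of the ATF4 and amino acid response, 12 could be tested, 2 were lower at an unadjusted p under 0.05 and 0 passed by edgeR over all genes or adjusted over the list alone, with a median of -0.17 (1.20 with scaling by ribosomal protein genes) and camera's adjusted p = 0.164. The tested members of the chaperone and translocon lists had median densities of 1.62 and 1.51 times the background.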

Although it has been suggested that *Pdx1* deficiency promotes ER stress–associated cell death, we did not detect apoptosis in WT and *Trpm7^R/R^* islets, even when challenged by high-fat feeding. This observation is fully in line with a recent study by Barella et al., who did not detect any apoptotic β cells in β-*barr1*-KO mice in the presence of severely impaired *Pdx1* expression (46). Furthermore, Altman et al. reported that TRPM7 KO has no effect on β cell apoptosis (21). Previous studies demonstrated that knockdown of *Pdx1* in rat insulinoma cells (INS-1) results in a reduced SERCA2b expression and decreased ER Ca^2+^ levels (47). Importantly, TRPM7 kinase deficiency has been shown to suppress SOCE in T- cells and B lymphocytes (19, 20). Nevertheless, we found that both SOCE and ER Ca^2+^ storage were unaffected in *Trpm7^R/R^* islets (Supplemental Figure 6, B and C), ruling out a major impediment of this pathway in pancreatic β cells from *Trpm7^R/R^* mice.

Phosphorylation of PDX1 is required for its nuclear translocation and binding to target promoters (48). PDX1 phosphorylation occurs in response to PI3K/AKT signaling (49) and ERK1/2 (50). Blocking the PI3K/AKT pathway in pancreatic β cells reduces insulin content and insulin secretion (51). Overexpressing *Akt1* in pancreatic β cells increases β cell mass, proliferation, and cell size, which leads to improved glucose tolerance and insulin secretion (52, 53). A recent study reported that the improvements in glucose tolerance, β cell proliferation, and β cell mass induced by enhanced AKT signaling were blunted in PDX1-deficient mice (49). Furthermore, FOXO1 is an established upstream regulator of PDX1. FOXO1 acts as a repressor of FOXA2, which is known to activate the *Pdx1* promoter. Haploinsufficiency of FOXO1 reverses β cell failure in *Irs2^–/–^* mice through partial restoration of β cell proliferation and increased expression of *Pdx1* (54). In pancreatic cancer cells, inhibition of PI3K/AKT and MAPK/ERK pathways activates FOXO transcription factors, leading to cell cycle arrest and apoptosis (55). Moreover, in pancreatic β cells, MAPKs ERK1/2 have been shown to be the major expressed forms of ERKs, playing an essential role in mediating cell proliferation (56, 57). TRPM7 is a known regulator of the PI3K/AKT, SMAD, and ERK1/2 signaling pathways (29, 58). Our data suggest that TRPM7 kinase might directly or indirectly phosphorylate AKT and ERK1/2. Activation of the AKT and ERK1/2 pathways enhances PDX1 transcriptional activity, leading to compensatory β cell hypertrophy and proliferation. However, it is worth mentioning that AKT also induces proliferation of β cells through direct regulation of cyclin D1, cyclin D2, and CDK4 levels (59). Our results do not exclude the possibility that TRPM7 kinase might be involved in β cell cycle regulation and proliferation in a PDX1-independent manner. To further corroborate the concept that TRPM7 kinase regulates AKT/ERK signaling, we transfected MIN6 cells with *Trpm7* WT and *Trpm7^R/R^*. We found that overexpression of *Trpm7* WT in MIN6 cells enhances phosphorylation of ERK1/2 and AKT and leads to increases in insulin secretion. These results further support the notion that the detrimental glucoregulatory effects in *Trpm7^R/R^* mice are due to mitigated AKT/ERK signaling.

Obesity is a leading pathogenic factor for developing insulin resistance. Insulin resistance in obese individuals triggers a compensatory response in pancreatic islets. In this study, we provide evidence that TRPM7 kinase regulates insulin production and elicits an appropriate compensatory islet response to an obesogenic diet. Furthermore, the results from this study point to a potential link between TRPM7 kinase activity and the expression of critical genes required for insulin biosynthesis and cell cycle regulation. Therefore, we identify TRPM7 kinase as a critical cellular gatekeeper to preserve and improve β cell function under metabolically challenging circumstances.

## Methods

### Mouse strains and genotyping procedures.

MIP-Cre/ERT and *Trpm7^tm1Clph^* (*Trpm7^fl/fl^*) mice were obtained from The Jackson Laboratory. *Trpm7tm1.1Mkma* *C56BL/6* (K1646R, *Trpm7^R/R^*) mice were provided by Masayuki Matsushita (Okayama University Medical School, Okayama, Japan). *Trpm7^fl/fl^* mice (60) and *Trpm7^R/R^* mice (61) were reported previously. Mice were backcrossed to C57BL/6 (≥6 generations). Mice were housed in ventilated cages at the animal facility of the Walther Straub Institute of Pharmacology and Toxicology, LMU Munich, Munich, Germany. *Trpm7^fl/fl^* and MIP-Cre/ERT mice were bred to obtain age- and sex-matched homozygous *Trpm7^fl/fl^* MIP-Cre/ERT mice. To induce Cre activity in β cells of adult mice, 8-week-old male *Trpm7^fl/fl^* MIP-Cre/ERT mice were injected i.p. with tamoxifen in corn oil (2 mg/d/mouse for 5 consecutive days). Negative controls were *Trpm7^fl/fl^* MIP-Cre/ERT mice, which received just injections of corn oil. Heterozygous K1646R animals were bred to obtain age- and sex-matched homozygous WT and homozygous *Trpm7^R/R^* mice. For genotyping, DNA was extracted from ear fragments using the Mouse Direct PCR Kit (Biotool). DNA samples were analyzed by PCR using a set of allele-specific oligonucleotides (Metabion). Sequence information is provided in Supplemental Table 2. Genotyping of *Trpm7^fl/fl^* and *Trpm7^R/R^* mice was performed as previously described (3). Inheritance of MIP-Cre/ERT transgene was determined by PCR using the following conditions: 94°C for 2 minutes followed by 94°C for 15 seconds, 60°C for 15 seconds, 72°C for 10 seconds, last 3 steps repeated for 30 cycles, and 72°C for 2 minutes.

Male and female mice were fed chow diet or diabetogenic diet (Research Diets, D12451), containing 45% kcal from fat, beginning at 8 weeks of age. Mice were single- or group-housed on a 12-hour light/12-hour dark cycle at 22°C with free access to food and water. Mice were maintained under these conditions for a maximum of 36 weeks.

### Characterization of glucose homeostasis.

For the determination of glucose tolerance, 8- or 24-week-old mice (male and female) were fasted overnight (16 hours). Basal blood glucose was sampled, and glucose was administered as an intraperitoneal (i.p.) injection at a dose of 2 g/kg body weight (20% w/v d-glucose from MilliporeSigma in 0.9% w/v saline). Blood samples were obtained from the tail vein. Blood glucose levels were measured by glucometer (TheraSense FreeStyle) before (0 minutes) and at 15, 30, 60, and 120 minutes after injection. For the determination of insulin tolerance, mice were fasted for 4 hours at the onset of the light cycle and injected intraperitoneally with 0.75 units of insulin/kg body weight. Blood glucose levels were measured by glucometer (TheraSense FreeStyle) before (0 minutes) and at 15, 30, 60, and 120 minutes after injection. For investigation of blood parameters, blood was collected after euthanasia using EDTA-coated microvette tubes (Sarstedt), immediately cooled on ice, centrifuged at 2,000*g* and 4°C for 10 minutes, and plasma stored at −80°C. Plasma insulin was quantified by an insulin ELISA kit (ALPCO).

### Islet isolation and determination of insulin secretion.

Islets were isolated from 8- to 36-week-old male and female mice. Isolation of pancreatic islets was performed as previously described (62). In brief, pancreas was perfused by injection of 3 mM Collagenase-P (Roche) (0.3 mg/mL) in HBSS containing 25 mM HEPES and 0.5% (*w/v*) BSA into the common bile duct. Isolated islets were recovered for 48 hours in RPMI 1640 (Thermo Fisher Scientific) in humidified 5% CO_2_, at 37°C. After this period, islets were used for functional assessments. Before determination of insulin secretion, islets were equilibrated for 1 hour in KRB buffer (115 mM NaCl, 4.5 mM KCl, 1.2 mM KH_2_PO_4_, 2.6 mM CaCl_2_, 1 mM MgCl_2_, 10 mM HEPES, 20 mM NaHCO_3_, 0.2% *w/v* BSA, pH 7.4) with 2.8 mM glucose. Determination of insulin secretion from the islets was performed in 12-well plates containing 60 μL KRB (8 islets/well, 5 independent experiments performed in triplicate). After 1 hour preincubation in KRB with 2.8 mM glucose, islets were incubated for 1 hour in 20 mM glucose, 25 mM KCl, or 300 μM tolbutamide. Released insulin was measured in the supernatant using an insulin ELISA kit. Insulin content was determined from groups of 10 islets lysed in the protein extraction reagent M-PER (Thermo Fisher Scientific), using insulin ELISA kit.

### Calcium imaging.

Islets were loaded with 4 μM fluo-4 AM (Invitrogen) for 2 hours at room temperature in extracellular buffer containing 138 mM NaCl, 5.6 mM KCl, 2.6 mM CaCl_2_, 1 mM MgCl_2_, and 5 mM HEPES, pH 7.4. Changes in [Ca^2+^]_i_ were recorded by laser-scanning confocal microscopy using an LSM 510 Meta system (Zeiss) using a water immersion objective (63×/NA1.2). Individual cells were selected as “regions of interest” with the LSM software, and their calcium responses to the different stimuli were measured as alterations in fluo-4 emission intensity at 500–550 nm upon excitation with the 488 nm line of an argon laser. Eight-bit 512 × 512 pixel images were acquired every 5 seconds. Calculation of calcium oscillation frequency and amplitude is described in detail in Supplemental Methods.

### Electrophysiological recordings.

Whole-cell membrane currents were recorded using an EPC-9 amplifier (HEKA Electronics). Patch pipettes were pulled from glass capillaries GB150T-8P (Science Products) at a vertical Puller (PC-10, Narishige) and had resistances of 3 to 4 MΩ when filled with internal solution. The internal solution (0 Mg) consisted of (in mM) 120 Cs-glutamate, 8 NaCl, 10 HEPES, and 10 Cs-EDTA to chelate internal divalents (pH adjusted to 7.2 with CsOH). The extracellular solution contained (in mM) 140 NaCl, 2 MgCl_2_, 1 CaCl_2_, 10 HEPES, and 10 glucose (pH adjusted to 7.2 with NaOH). DVF (CaCl_2_ and MgCl_2_ were omitted from the external solution and 5 mM Na-EDTA was added) was directly applied onto the patch-clamped cell via an air pressure–driven (MPCU, Lorenz Meßgerätebau) application pipette. All solutions revealed an osmolality of 290 to 310 mOsm. Every 2 seconds voltage ramps of 50 ms duration spanning from –100 mV to +100 mV were applied from a holding potential of 0 mV using the PatchMaster software (HEKA Electronics). All voltages were corrected for a liquid junction potential of 10 mV, and currents were filtered at 2.9 kHz and digitized at 100 μs intervals. Before each voltage ramp, capacitive currents and series resistance were determined and corrected by the EPC9 automatic capacitance compensation. Inward and outward currents at –80 and +80 mV were extracted from each individual ramp current recording, and amplitudes were plotted versus time. IVs were extracted at indicated time points. To obtain the net developing current (I_net_), basic currents (I_min_) were subtracted from single IVs. All currents were normalized to the initial size, i.e., capacitance of the cell to obtain current densities (pA/pF).

### Morphological analysis.

Standard hematoxylin and eosin staining on 10 μm cryosections of islets and immunofluorescence staining of whole islets were performed to assess pancreatic islet morphology. Antibodies and their working dilutions are listed in Supplemental Table 3. Digital imaging fluorescence microscopy of the pancreas was performed using a scanning platform (MetaSystems) with an Imager Z.2 microscope (Carl Zeiss MicroImaging, Inc.). Quantitative image analysis of islet morphology was performed using ImageJ (NIH). Size of β cells size was measured by imaging randomly selected cells at 400× and determined as mean individual β cell cross-sectional area for at least 5 islets per animal using ImageJ software. For the mean individual β cell cross-sectional area, the insulin-positive area of each islet was divided by the number of nuclei within the insulin-positive area. Investigators followed a blinded protocol during analysis.

### Western blot.

Western blot analysis was performed as previously described (63). A total of 20 μg of protein was loaded, resolved on 8%–12% Tris-HCl SDS-PAGE, and blotted onto a nitrocellulose membrane (Amersham Biosciences). Membranes were blocked for 1 hour using 5% BSA or nonfat dried milk diluted in Tris-buffered saline with 0.1% Tween 20 detergent at room temperature and incubated with primary antibodies (Supplemental Table 3) at 4°C for 16 hours. After washing, membranes were incubated with HRP-conjugated secondary antibodies (Supplemental Table 3) for 1 hour at room temperature. Immunobound antibody was visualized with an enhanced chemiluminescence kit (GE Healthcare Europe). ChemiDoc MP Imaging System (Bio-Rad) was used for chemiluminescence detection. For the loading control, membranes were stripped and incubated with an antibody against ERK2 or histone H3 for approximately 16 hours at 4°C.

### RNA isolation.

RNA was extracted from pancreatic islets using the RNeasy Mini Kit (QIAGEN), following the manufacturer’s instructions. cDNA was prepared using QuantiTect Reverse Transcription Kit (QIAGEN), according to the manufacturer’s protocol.

### qRT-PCR.

Real-time PCR was performed in triplicate with a Bio-Rad iCycler by cycling 40 times using the following conditions: 95°C for 10 seconds, 60°C for 45 seconds. Primers were designed using Primer3 as above and tested for linear amplification using serial dilutions of cDNA before use on experimental samples. Sequence information is provided in Supplemental Table 4.

### Measurement of β cell proliferation and apoptosis.

Pancreatic slices were prepared from *Trpm7^R/R^* and control littermates after 16 weeks of chow or HFD. To study β cell proliferation, pancreatic islets were costained for insulin and Ki67. Ki67-insulin double-positive cells were counted and divided by the total number of insulin-positive cells per pancreatic section. To investigate β cell apoptosis, ApopTag Red In Situ Apoptosis Detection Kit was used according to the manufacturer’s (Merck) instructions. TUNEL-insulin double-positive cells were counted and divided by the total number of insulin-positive cells per pancreatic section.

### RNA-Seq studies.

RNA-Seq data have been uploaded to the NCBI’s Gene Expression Omnibus under the accession number GSE218030 (https://www.ncbi.nlm.nih.gov/geo). Total RNA was extracted from isolated pancreatic islets of *Trpm7^R/R^* and their control littermates, which had been maintained on an HFD for 16 weeks. Template amplification and clustering were performed on the NovaSeq 6000 (Illumina) applying the exclusion amplification (ExAmp) chemistry. The ExAmp workflow is a proprietary Illumina method and ensures that only single DNA templates are bound within single wells of the patterned NovaSeq flow cells and are almost instantaneously amplified. Cluster generation and sequencing were operated under the control of the NovaSeq Control Software v1.6.0. The *P* value of a pairwise comparison was derived from the Wald test. To control the false-positive rate, FDR-corrected (64) as well as Bonferroni-corrected *P* values were calculated, where FDR is the proportion of false-positive hits among all positive hits. A gene or transcript is classified as upregulated or downregulated in a specific comparison if its FDR-corrected *P* value is ≤0.05 and its fold change is ≥2.

### Bio-Plex Pro cell signaling assay.

Murine pancreatic islets were washed and lysed in MILLIPLEX MAP Lysis Buffer (Merck). Protein content was measured using Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, catalog 23225). Samples were stored at −80°C. Collected samples were processed and assayed according to manufacturer’s instructions specific for MILLIPLEX MAP TGFβ Signaling Pathway Magnetic Bead 6-Plex kit (Merck, catalog 48-614MAG), and MILLIPLEX MAP β-Tubulin Total Magnetic Bead MAPmate (Merck, catalog 46-713MAG).

### Cell culture.

Mouse WT and kinase-dead TRPM7 in pIRES-EGFP vector were reported previously (65). MIN6 cells were provided by Per-Olof Berggren and Barbara Leibiger, Karolinska Institutet, Stockholm, Sweden. MIN6 cells were grown at 37°C and 5% CO_2_ in DMEM (MilliporeSigma) supplemented with 10% FBS (Thermo Fisher Scientific), 100 U/mL penicillin and 100 μg/mL streptomycin (MilliporeSigma), and 75 μM β-Mercaptoethanol (Gibco). Cells with approximately 60% confluence in 96-well plates or 6 cm dishes were transiently transfected by 0.1 or 2 μg cDNAs, respectively. TurboFect was used as a transfection reagent (Thermo Fisher Scientific). GIIS was measured 48 hours after transfection in 96-well plates. Cells were harvested 48 hours after transfection from 6 cm dishes for Western blotting.

### Statistics.

Data were expressed as mean ± SEM. *P* value less than 0.05 was considered significant. Graph presentations, curve fittings, statistics, and *P* values were obtained by Prism software (version 9.0.1; GraphPad). For comparison of 2 groups, *P* values were calculated by the unpaired 2-tailed Student’s *t* test for parametric or Mann-Whitney test for nonparametric distribution. For 3 or more groups, 1-way ANOVA with Bonferroni’s multiple comparison were used for parametrically distributed data. Glucose and insulin tolerance tests were compared using 2-way ANOVA with Bonferroni’s multiple comparison.

### Study approval.

All animal experiments were performed in accordance with the EU Animal Welfare Act and were approved by the District Government of Upper Bavaria, Munich, Germany, on animal care (permit no. 55.2-2532.Vet_02-19-035).

## Author contributions

NK designed and conducted experiments, analyzed and interpreted data, prepared figures, and wrote the manuscript. A Beck, KR, PB, KJ, SFS, A Belkacemi, PCFS, HS, and TP conducted experiments, analyzed and interpreted data, and edited the manuscript. PSR, AN, A Breit, VC, TDM, and SZ interpreted data and edited the manuscript. TG directed the project, designed experiments, interpreted data, and edited the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
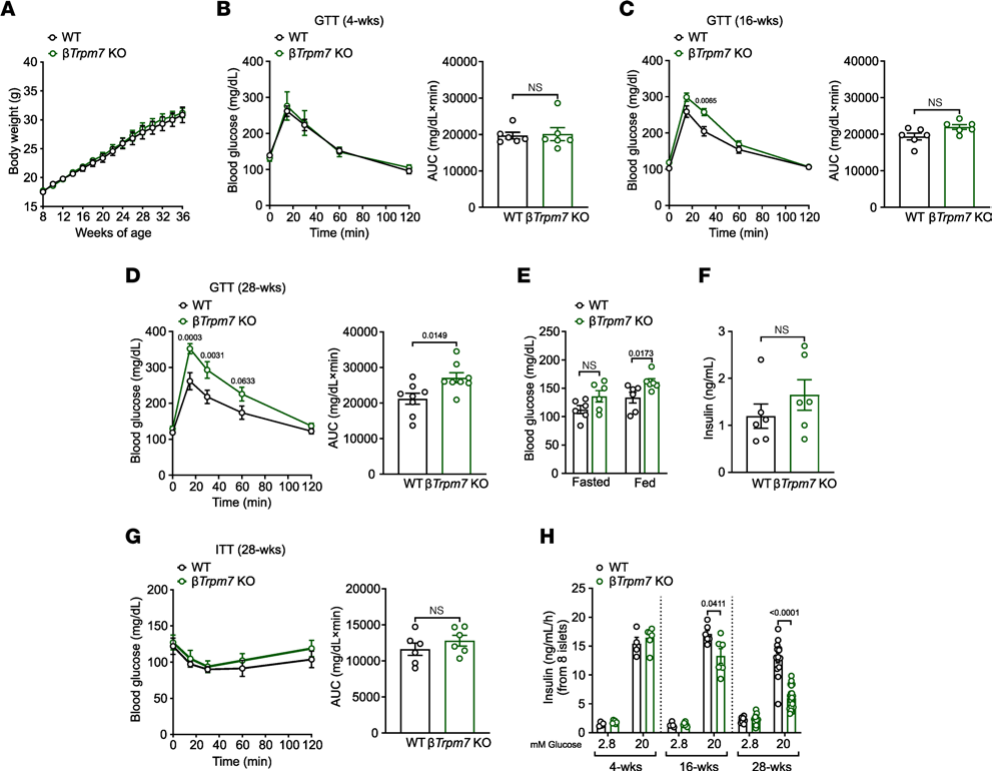
Tissue-specific TRPM7 deletion in β cells impairs glucose homeostasis and glucose-induced insulin secretion. (**A**) Body weight development for 36 weeks (*n* = 6 mice per genotype) monitored in male *βTrpm7*-KO and control littermate mice on chow diet. (**B**–**D**) For glucose tolerance test (GTT) mice were fasted overnight (*n* = 6 mice per genotype). Blood glucose levels (mg/dL) before and within 2 hours after i.p. injection of glucose (2 g/kg of body weight) in wild-type (WT) and *βTrpm7*-KO mice (left panels) and area under the curves (AUC in mg/dL × min; right panels) 4 (**B**), 16 (**C**), and 28 weeks (**D**) postrecombination. (**E**) Blood glucose (mg/dL) in freely fed (*n* = 6 per genotype) or fasted (*n* = 6 mice per genotype) and (**F**) plasma insulin levels (ng/mL) in freely fed (*n* = 6 mice per genotype) were measured in 36-week-old *βTrpm7*-KO and control littermate mice. (**G**) For insulin tolerance test (ITT) mice were fasted for 4 hours at the onset of the light cycle (*n* = 6 mice per genotype). Blood glucose levels (mg/dL) before and within 2 hours after i.p. injection of insulin (0.75 U/kg of body weight) in WT and *βTrpm7*-KO mice (left) and AUC (mg/dL × min; right). (**H**) Insulin secretion (ng/mL/h/8 islets) in isolated islets of male *βTrpm7*-KO and control littermate mice 4, 16, and 28 weeks postrecombination. Islets were incubated for 1 hour in the presence of low glucose and high glucose (*n* ≥ 3 mice per genotype, measured in duplicate). Data show means ± SEM, and statistical differences were assessed by 2-way ANOVA (**B** left–**D** left, and **G** left) or unpaired 2-tailed Student’s *t* test (**B** right–**D** right, **E**, **F**, **G**, right, **H**). Circles in bar graphs represent single values. *P* values are shown above the bars.

**Figure 2:**
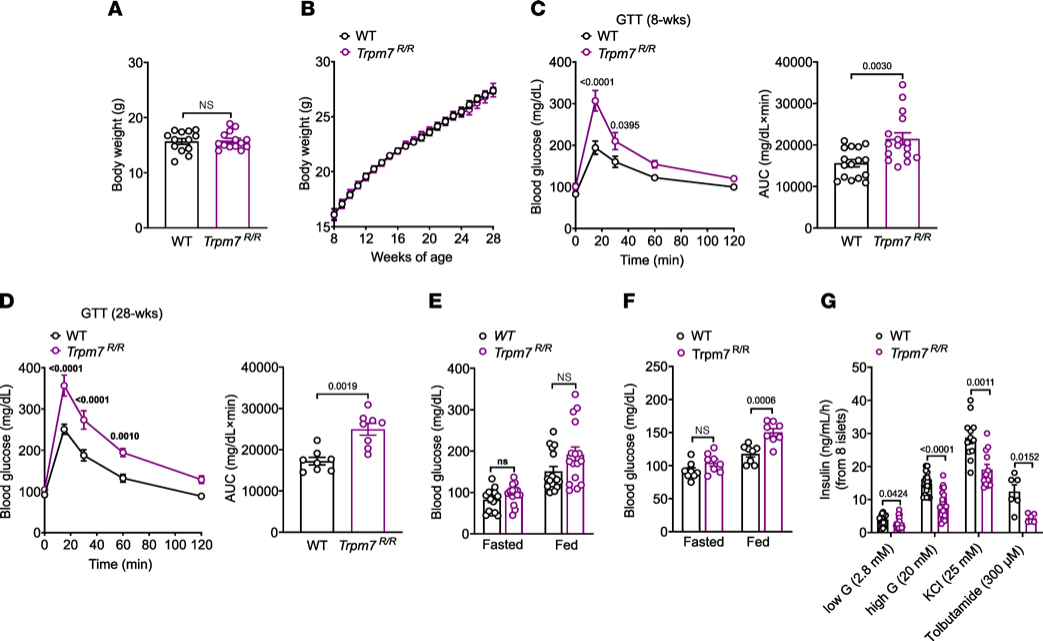
TRPM7 kinase disruption impairs glucose homeostasis and GIIS. (**A** and **B**) Body weight at 8–9 weeks (*n* ≥ 14 mice per genotype) (**A**) and its development for 28 weeks (*n* = 10 mice per genotype) (**B**) monitored in male and female *Trpm7^R/R^* and control littermate mice on chow diet. (**C** and **D**) Blood glucose levels (mg/dL) before and within 2 hours after i.p. injection of glucose (2 g/kg of body weight) and in WT and *Trpm7^R/R^* mice (left panels) and area under the curve (AUC in mg/dL × min; right panels) at age 8–9 weeks (**C**) and 28 weeks (**D**). For glucose tolerance test (GTT) mice were fasted overnight (*n* = 16 mice per genotype (*n* ≥ 8 mice per genotype). (**E** and **F**) Blood glucose (mg/dL) in freely fed (*n* ≥ 8 per genotype) or fasted (*n* ≥ 8 mice per genotype) were measured in *Trpm7^R/R^* and control littermate mice at age 8–9 weeks (**E**) and 28 weeks (**F**). (**G**) Insulin secretion (ng/mL/h/8 islets) in isolated islets of male and female *Trpm7^R/R^* and control littermate mice at 8 weeks of age. Islets were incubated for 1 hour in the presence of low glucose (2.8 mM), high glucose (20 mM), 25 mM KCl or 300 μM tolbutamide (*n* ≥ 3 mice per genotype, measured in duplicate). Data show means ± SEM, and statistical differences were assessed by unpaired 2-tailed Student’s *t* test (**A**, **C** right, **D** right, **E**–**G**) or 2-way ANOVA (**C** left, **D** left). Circles in bar graphs represent single values. *P* values are shown above the bars.

**Figure 3:**
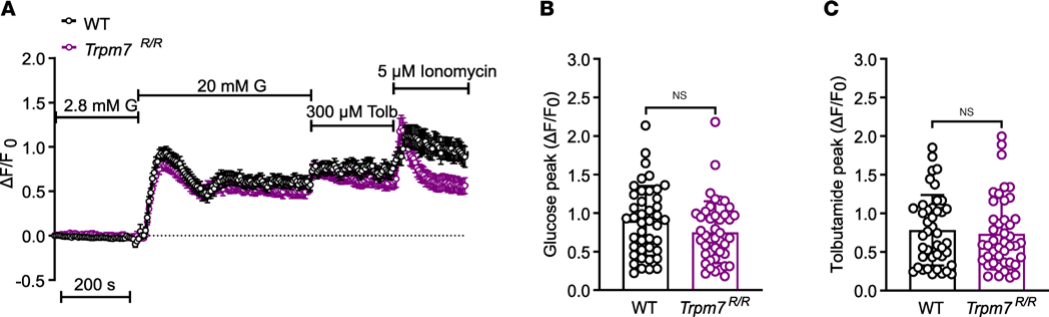
TRPM7 kinase disruption has no effect on glucose-induced Ca^2+^ responses. (**A**) Intact WT (*n* = 42 cells, from 3 mice) and *Trpm7^R/R^* (*n* = 43, from 3 mice) islets were loaded with 4 μM fluo-4 AM, and alterations in [Ca^2+^]_i_ of individual cells were monitored by confocal microscopy after increasing the extracellular glucose concentration from 2.8 to 20 mM and applying 300 μM tolbutamide. Ionomycin (5 μM) was used as a positive control. (**B** and **C**) Average of Ca^2+^ influx peaks assessed from baseline after glucose (**B**) and tolbutamide (**C**) stimulation in WT and *Trpm7^R/R^* β cells. The cells that displayed no increase in [Ca^2+^]_i_ in response to high glucose concentration are excluded from the results. Data are given as mean ± SEM (circles in bar graphs represent single values), and statistical differences were assessed by unpaired 2-tailed Student’s *t* test (**B** and **C**).

**Figure 4:**
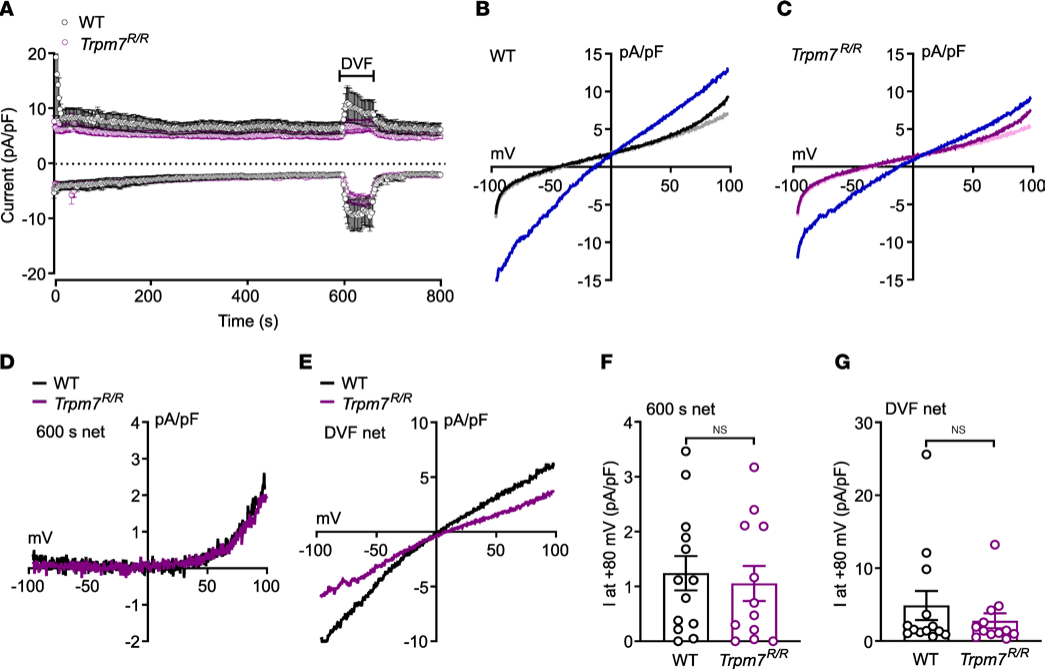
TRPM7 kinase inactivation has no effect on TRPM7 current activity. Whole-cell currents recorded from islet cells of WT (**A**, **D**, **E**, black trace, **B**) and *Trpm7^R/R^* mice (**A**, **D**, **E**, purple trace, **C**), using Mg^2+^-free pipette solution (buffered by 10 mM EDTA). (**A**) In- and outward current amplitudes at –80 mV (lower traces) and +80 mV (upper traces), extracted from whole-cell currents mediated by voltage ramps, applied at 0.5 Hz, spanning from –100 mV to 100 mV within 50 ms, in the absence of intracellular Mg^2+^ in WT and *Trpm7^R/R^* islet cells, plotted versus time. Divalent-free solution (DVF, buffered by EDTA) was applied from 600 to 660 seconds (bar). (**B** and **C**) Current-voltage relationships (IVs) of the minimal basic current (gray, light purple), the current at 600 seconds (black, purple, right before DVF) and in DVF solution (blue) in WT (**B**) and in *Trpm7^R/R^* islet cells (**C**). (**D** and **E**) IVs of the net current at 600 seconds (600 s net = current at 600 seconds minus basic current) and in DVF solution (DVF net = current in DVF minus basic current) in WT (black) and *Trpm7^R/R^* islet cells (purple). (**F** and **G**) Summary of the net current amplitudes at +80 mV from IVs at 600 seconds (600 s net; **F**) and in DVF solution (DVF net; **G**) in cells isolated from WT (black) and *Trpm7^R/R^* mice (purple). All currents were normalized to the cell capacitance (pA/pF). Data are plotted as means ± SEM (**A**, **F**, and **G**) or means (**B**–**E**). Data are from 13 cells for WT and 12 cells for *Trpm7^R/R^*. Data are given as means ± SEM (circles in bar graphs represent single values), and statistical differences were assessed by unpaired 2-tailed Student’s *t* test (**F** and **G**).

**Figure 5:**
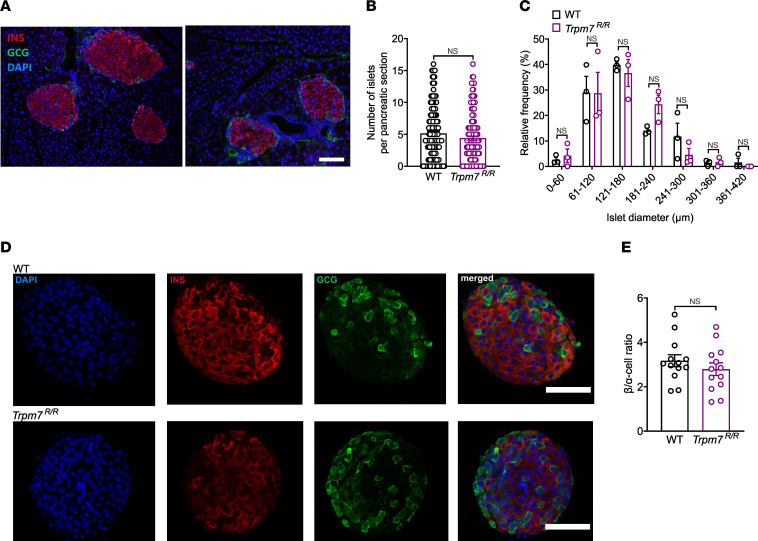
Morphology of WT and *Trpm7^R/R^* pancreatic islets. (**A**) Immunofluorescent insulin (INS, red) and glucagon (GCG, green) staining of pancreatic cryosections of WT and *Trpm7^R/R^* mice. Nuclei were stained with DAPI (blue) and scale bars represent 100 μm. (**B**) Number of islets per pancreatic cryosection (*n* = 140 slides, 3 mice per genotype) and (**C**) relative frequency plot of islet diameter comparing WT with *Trpm7^R/R^* islets (*n* = 140 slides, 3 mice per genotype). (**D**) Confocal images of WT and *Trpm7^R/R^* islets stained for insulin (β cells, red) and glucagon (α cells, green). Nuclei were stained with DAPI (blue) and scale bars represent 100 μm. (**E**) Quantification of the ratio of the number of β and α cells per pancreatic islet in WT and *Trpm7^R/R^* mice (*n* = 13, 3 mice per genotype). Data are given as means ± SEM (circles in bar graphs represent single values), and statistical differences were assessed by Mann-Whitney test (**B**) and unpaired 2-tailed Student’s *t* test (**C** and **E**).

**Figure 6:**
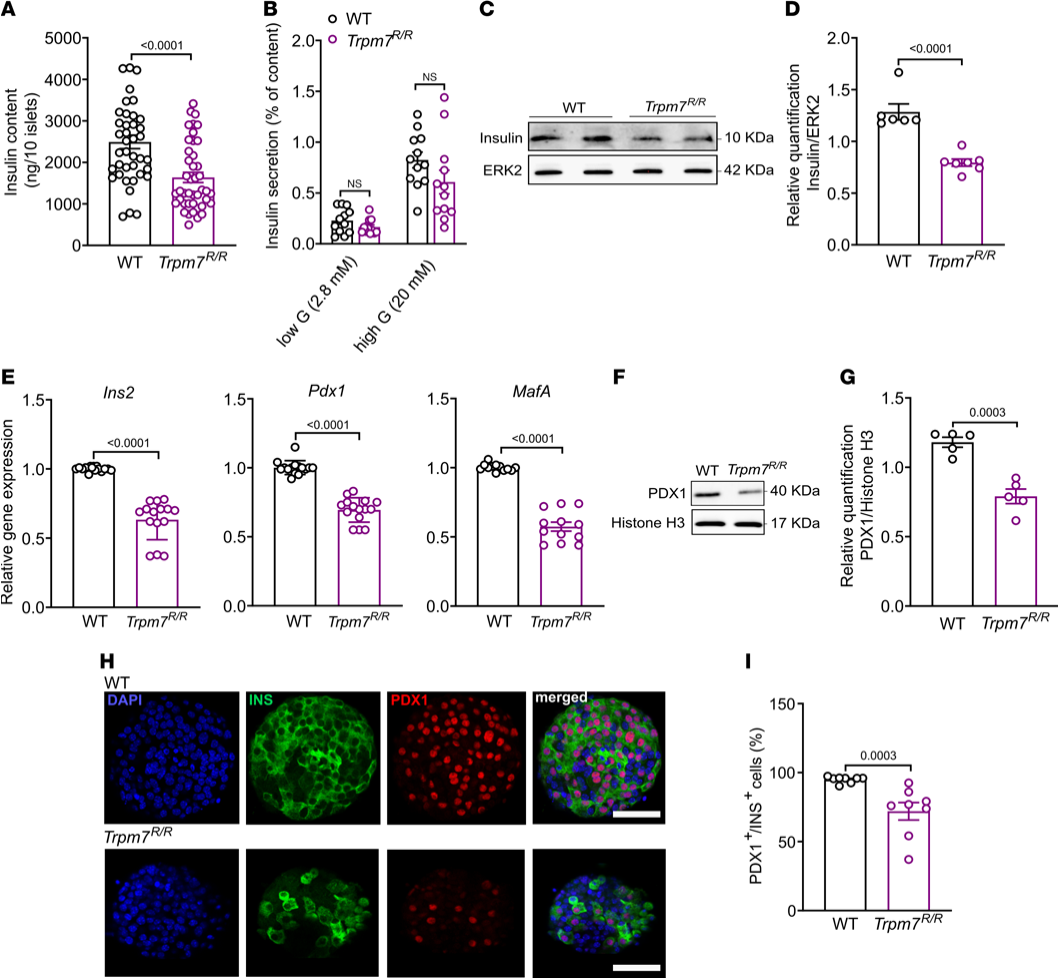
TRPM7 kinase disruption impairs insulin production. (**A**) Total insulin content of pooled WT versus *Trpm7^R/R^* islets. At least 40 groups of 10 size-matched WT and *Trpm7^R/R^* islets were compared. (**B**) Percentage of insulin content secreted from intact WT or *Trpm7^R/R^* islets after incubation with either low glucose (2.8 mM) or high glucose (20 mM) (*n* = 6 mice per genotype, measured in duplicate). (**C** and **D**) Western blot detection of the insulin in lysates of purified islets from WT and *Trpm7^R/R^* mice (*n* ≥ 5, 4 mice per genotype). Insulin was normalized to ERK2 as loading control. (**E**) Expression levels of *Ins2*, *Pdx1*, and *MafA* analyzed by qRT-PCR from RNAs isolated from pancreatic islet from WT and *Trpm7^R/R^* mice. (**F** and **G**) Western blot detection of the PDX1 in lysates of purified islets from WT and *Trpm7^R/R^* mice (*n* = 4, 4 mice per genotype). PDX1 was normalized to histone H3 as loading control. (**H**) Confocal images of WT and *Trpm7^R/R^* islets stained for DAPI (blue), insulin (green), PDX1 (red). The scale bar represents 100 μm. (**I**) Percentage of PDX1-positive cells from the population (100%) of insulin-positive cells per pancreatic islet in WT and *Trpm7^R/R^* mice (*n* = 8, 4 mice per genotype). Data are given as means ± SEM (circles in bar graphs represent single values), and statistical differences were assessed by Mann-Whitney test (**A**) or unpaired 2-tailed Student’s *t* test (**B**, **D**, **E**, **G**, and **I**). *P* values are shown above the bars.

**Figure 7:**
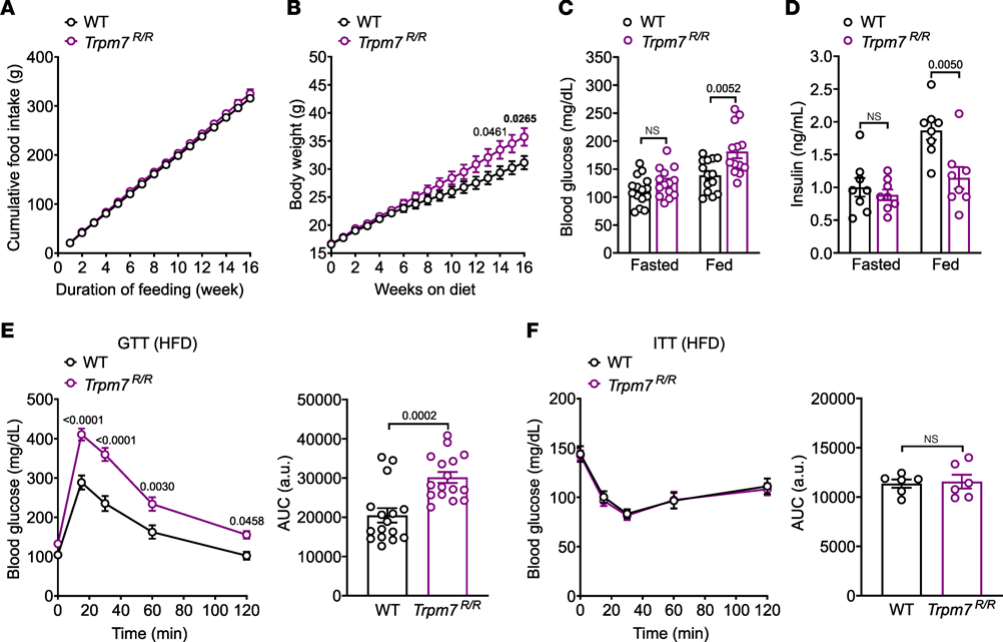
TRPM7 kinase disruption impairs glucose homeostasis in obese mice. Adult mice (*Trpm7^R/R^* and control littermates) maintained on an HFD for 16 weeks. (**A**) Cumulative food intake (*n* ≥ 6 mice per genotype), (**B**) body weight (*n* ≥ 14 mice per genotype), (**C**) blood glucose (mg/dL) in freely fed (*n* ≥ 14 mice per genotype) or fasted (*n* ≥ 12 mice per genotype), and (**D**) plasma insulin levels (ng/mL) in freely fed (*n* = 8 mice per genotype) or fasted (16 hours overnight) (*n* = 8 mice per genotype) in male and female *Trpm7^R/R^* and control littermate mice were measured. (**E** and **F**) Blood glucose levels (mg/dL) before and within 2 hours after i.p. injection of (**E**) glucose (2 g/kg of body weight) and (**F**) insulin (0.75 U/kg of body weight) in WT and *Trpm7^R/R^* mice (left panels) and area under the curves (AUC in mg/dL × min; right panels). For glucose tolerance test (GTT; **E**) mice were fasted overnight (*n* ≥ 20 mice per genotype) and for insulin tolerance test (ITT; **F**) mice were fasted for 4 hours at the onset of the light cycle (*n* ≥ 14 mice per genotype). Data show means ± SEM and statistical differences were assessed by unpaired 2-tailed Student’s *t* test (**C**, **D**, **E** right, and **F** right) or 2-way ANOVA (**E** and **F**, left panels). Circles in bar graphs represent single values. *P* values are shown above the bars.

**Figure 8:**
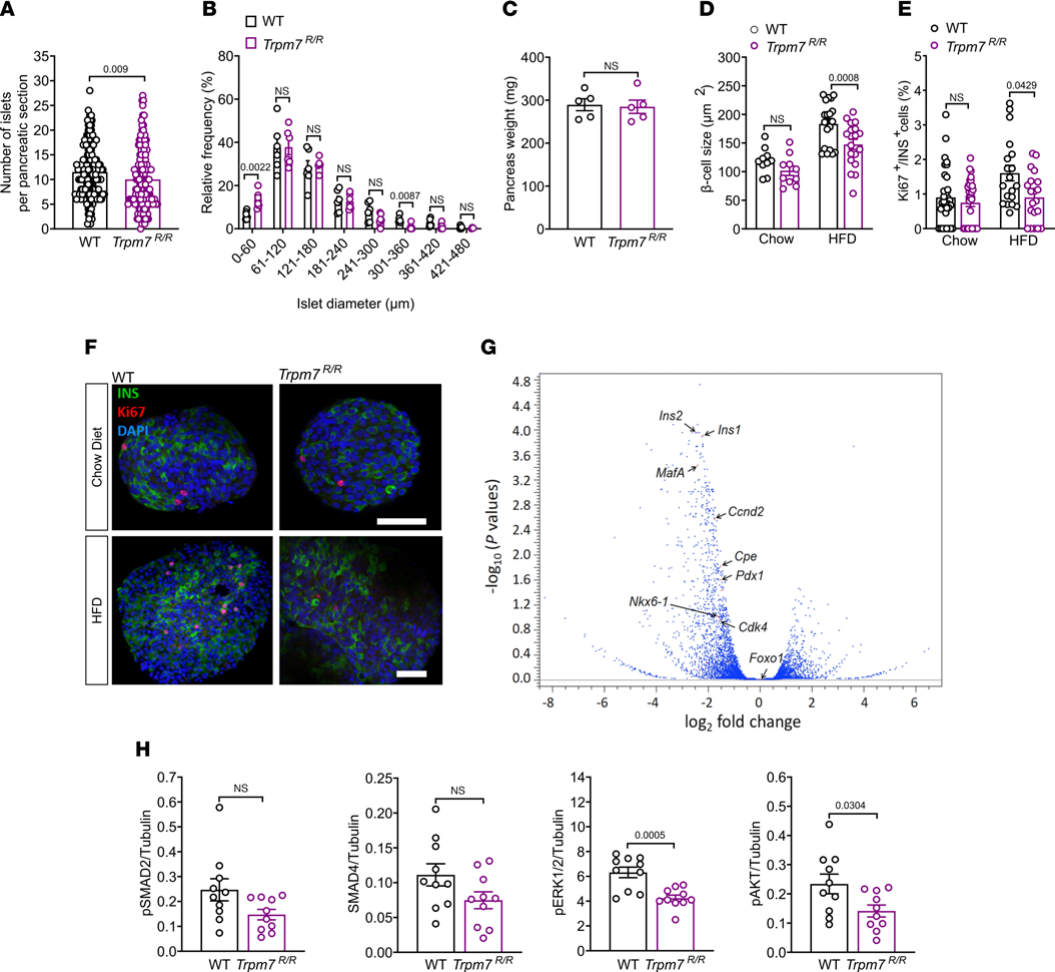
TRPM7 kinase disruption reduces compensatory β cell responses due to a mitigated AKT/ERK signaling. (**A**) Number of islets per pancreatic cryosection (*n* = 144 slides, 3 mice per genotype), (**B**) relative frequency plot of islet diameter comparing WT with *Trpm7^R/R^* islets (*n* = 144 slides, 6 mice per genotype). (**C**) Pancreas weight of WT and *Trpm7^R/R^* mice maintained on an HFD for approximately 16 weeks (*n* = 5 mice per genotype). (**D**) β Cell size (≥10 islets, at least 3 mice per genotype) and (**E**) percentage of Ki67-positive cells from the population (100%) of the insulin-positive cells per pancreatic islet in WT and *Trpm7^R/R^* mice under the chow or HFD for 16 weeks (*n* = 20, 5 mice per genotype). (**F**) Confocal images of WT and *Trpm7^R/R^* islets stained for DAPI (blue), insulin (green), and Ki67 (red). The scale bar represents 100 μm. (**G**) For RNA-Seq analysis, islet RNA was collected from *Trpm7^R/R^* mice and the control littermates that had been maintained on an HFD for approximately 16 weeks (*n* = 3 mice per genotype, age: ~24 weeks). Volcano plot with downregulated and upregulated genes. Differentially expressed genes (DEGs) were identified (*P* < 0.05) by using EdgeR method. DEGs are expressed as log_2_ fold change over control with an adjusted *P* value for each gene. (**H**) Assessment of the activity of the cell signaling molecules SMAD2, SMAD4, ERK1/2, and AKT using Bio-Plex assay and phospho-specific antibodies on lysates of isolated islets from WT and *Trpm7^R/R^* mice (*n* = 10, measured in duplicates, 10 mice per genotype) under 16 weeks of HFD. Data are normalized to Tubulin content. Data show means ± SEM and statistical differences were assessed by Mann-Whitney test (**A**) or unpaired 2-tailed Student’s *t* test (**B**–**E**, and **H**). Circles in bar graphs represent single values. *P* values are shown above the bars.

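With edgeR's quasi-likelihood test on the deposited exon reads, 133 genes were higher and 533 lower in *Trpm7 R/R* at an unadjusted p under 0.05 with no limit on the fold change. At an adjusted p of at most 0.1 and 2-fold, 0 were higher and 69 lower. In the authors' deposited table, which gives p for 31809 genes, 382 genes are higher and 1615 lower at an unadjusted p of at most 0.05 and 2-fold. At an FDR-corrected p of at most 0.05 and 2-fold, the authors' deposited table holds 4 higher and 346 lower genes. Ribosomal protein genes make up 52 of these 346, and all 80 ribosomal protein genes have negative log2 fold changes there, with a median of -1.67. Of the 346 genes, 223 could be tested here, all 223 had negative log2 fold changes and 212 were lower at an unadjusted p of at most 0.05. Across the 11674 genes tested here, the log2 fold changes of the authors' deposited table and those from edgeR had a Spearman correlation of 0.641, and genes are not independent replicates. The group means in the authors' deposited table are above 0 for 1032 genes with no exon read in any of the 6 library files, and whether the table and the files rest on the same reads is not given in the sources used here.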

## Version 1 12/27/2022

In-Press Preview

## Version 2 02/08/2023

Electronic publication

# Supplementary material for: TRPM7 kinase is required for insulin production and compensatory islet responses during obesity
**Source:** JCI Insight. 2023 Feb 8;8(3):e163397. doi: 10.1172/jci.insight.163397
**Supplement:** Supplemental data

TRPM7 kinase is required for insulin production and compensatory islet responses during obesity

Noushafarin Khajavi¹, Andreas Beck², Klea Rıçku¹, Philipp Beyerle¹, Katharina Jacob¹, Sabrina F. Syamsul¹, Anouar Belkacemi², Peter S. Reinach³, Pascale C F Schreier¹, Houssein Salah², Tanja Popp⁴, Aaron Novikoff^{5, 6}, Andreas Breit¹, Vladimir Chubanov¹, Timo D. Müller^{5, 6}, Susanna Zierler^{1, 7}, Thomas Gudermann^{1, 8}

¹Walther Straub Institute of Pharmacology and Toxicology, LMU Munich, Germany; ²Institut für Experimentelle und Klinische Pharmakologie und Toxikologie, Universität des Saarlandes, Homburg, Germany; ³Wenzhou Medical University, Ophthalmology Department, Wenzhou, P.R. China; ⁴Bundeswehr Institute of Radiobiology, Munich, Germany; ⁵Institute of Diabetes and Obesity, Helmholtz Center Munich, Neuherberg, Germany; ⁶German Center for Diabetes Research (DZD), Neuherberg, Germany; ⁷Institute of Pharmacology, Medical Faculty, Johannes Kepler University Linz, Linz, Austria; ⁸German Center for Lung Research, Munich, Germany

Walther Straub Institute of Pharmacology and Toxicology Faculty of Medicine, LMU Munich

Dr. Noushafarin Khajavi

Walther Straub Institute of Pharmacology and Toxicology Faculty of Medicine, LMU Munich

Calculation of calcium oscillation frequency and amplitude

The algorithm is based on three stages that parse over an array of data (the “input data array” or IDA).

First stage is marking all areas of the IDA in a second array (the “rising slope indicator array” or RSIA). For each value in the IDA, if the current value in the IDA is higher or equal to the previous value, then the input data is rising and will be marked in the RSIA with a value higher than zero (10 in this case to be more visible in chart). If the current value in the IDA is lower than the previous value, then the data is falling, and it will be marked with a 0 in the RSIA.

Second stage is looking at the areas in the RSIA where a value higher than zero is found and writing the results in a third array (the “accumulator array” or AA). For each value in the RSIA, if the value is higher than zero, then the difference between the current value of the IDA and the previous value of the IDA, plus the previous value of the AA are written in the current AA position.

Third stage is used to indicate where the peaks are in the data in a fourth array (the “peak array” or PA). For each value in the RSIA, if the current value of the RSIA is smaller than the previous value of the RSIA then this was the peak and the current value of the RSIA will be written in the PA. If the current value of the RSIA is larger than the previous value of the RSIA then the peak has not been reached yet and the value zero will be written in the PA.

*Note: all three stages begin processing at the second value because it always needs to compare the current data with a previous one. All other arrays (RSIA, AA and PA) will be initialized with zero in their respective first values.

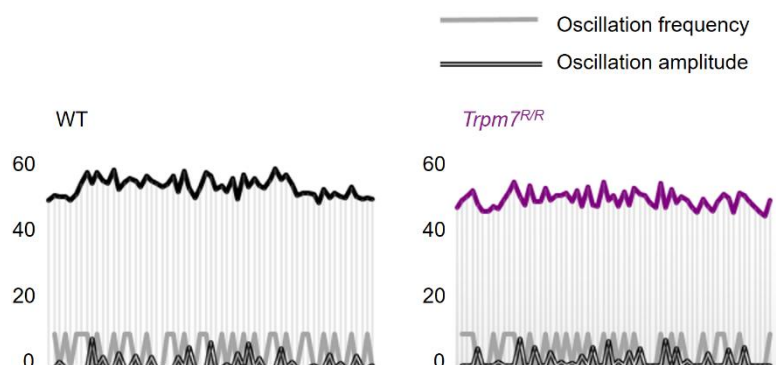

Suppl. Table 1. Relevant upregulated genes in *Trpm7^{R/R}* mice

Function	Gene Name	Chromosome	Log ₂ fold change	Fold change	P-value	FDR p-value
Insulin production and maturation	<i>Ins2</i>	7	-2.48234	-5.58804	3.51E-08	0.000112
	<i>MafA</i>	15	-2.39025	-5.2425	4.72E-07	0.000375
	<i>Ins1</i>	19	-2.19683	-4.58471	5.45E-08	0.000124
	<i>Nkx6-1</i>	5	-1.64286	-3.12284	0.001492	0.095847
	<i>Pdx1</i>	5	-1.52139	-2.87067	0.000223	0.025192
	<i>Cpe</i>	8	-1.51368	-2.85537	0.00011	0.015111
	<i>Pcsk2</i>	2	-1.4759	-2.78156	0.000372	0.036756
	<i>Neurod1</i>	2	-1.45185	-2.73558	0.000628	0.054728
	<i>Pcsk2</i>	2	-1.4759	-2.78156	0.000372	0.036756
	<i>Ccnd2</i>	6	-1.74845146	-3.35997724	1.14791E-05	0.002684
Cell cycle regulation and proliferation	<i>Cdk5rap3</i>	11	-1.68616399	-3.21799926	0.000143	0.018181
	<i>Cdk7</i>	13	-1.58838201	-3.0071191	0.001550	0.097273
	<i>Cdk4</i>	10	-1.53534518	-2.89857775	0.001847	0.109914
	<i>Cdk19</i>	10	-1.03435704	-2.04820063	0.019330	0.4692235
	<i>Tubb2b</i>	13	-2.34724013	-5.0884989	0.0474312	0.6904990
	<i>Pimreg</i>	11	-2.05969495	-4.16898143	0.0257293	0.5363203
	<i>Cirp</i>	10	-1.2112224	-2.31533734	0.024131	0.5214590
	<i>Mll5</i>	5	-0.97183433	-1.96133277	0.017508	0.443330
	<i>Atf4</i>	15	-2.03524426	-4.09892121	1.3936E-06	0.00079158
ER-related	<i>Hspa5</i>	2	-1.78298392	-3.44137218	2.4207E-06	0.00097726
	<i>Pdia4</i>	6	-1.43366452	-2.70131994	0.01258935	0.37390722
	<i>Pdia6</i>	12	-1.00312872	-2.00434203	0.01523545	0.416702

Suppl. Table 2. Relevant invariant genes in *Trpm7^{R/R}* mice

Function	Name	Chromosome	Log ₂ fold change	Fold change	P-value	FDR p-value
Glucose sensing and exocytosis machinery	<i>Syt5</i>	7	-0.46425	-1.3796	0.372308	0.959028
	<i>Stxbp1</i>	2	-0.18323	-1.13542	0.671802	0.991372
	<i>Cacna1d</i>	14	0.141117	1.102758	0.722141	0.99213
	<i>Cacna1c</i>	6	0.117214	1.084638	0.752066	0.99213
	<i>Stx1a</i>	5	-0.48575	-1.40031	0.632985	0.979122
	<i>Snap25</i>	2	0.049579	1.034963	0.895555	0.99213
	<i>Syt9</i>	7	0.179614	1.13258	0.642769	0.981937
	<i>Cacnb1</i>	11	-0.38348	-1.30449	0.620004	0.978128
	<i>Glud1</i>	14	0.064059	1.045403	0.870745	0.99213
	<i>Slc2a2</i>	3	-0.68437	-1.607	0.085683	0.837582
	<i>Gck</i>	11	-0.71194	-1.63801	0.244983	0.959028
	<i>G6pc</i>	11	0.051344	1.03623	0.890324	0.99213
	<i>Mpc1</i>	17	-0.35754	-1.28124	0.352265	0.959028

Suppl. Table 3. Antibody descriptions

Antigen	Host Species	Dilution	Source	Catalog Number
Glucagon	Mouse	1:1000	Sigma	G2654
Insulin	Guinea pig	Ready to use	Dako	IR002
Ki67	Rabbit	1:500	Abcam	Ab 15580
PDX1	Rabbit	1:500	Abcam	Ab134150
Histon H3	Rabbit	1:10000	Abcam	Ab1791
ERK2	Rabbit	1:10000	Santa Cruz	sc-154
P-ERK	Rabbit	1:1000	ThermoFisher	44-680G
Tot. ERK	Mouse	1:1000	ThermoFisher	13-6200
P-AKT (S473)	Rabbit	1:1000	Cell Signaling	9271
Tot. AKT	Rabbit	1:1000	Cell Signaling	9272
Anti-M7d (2C7)	Mouse	1:1000	doi.org/10.7554/eLife.68544	
Alexa Fluor 488 goat anti-guinea pig	Goat	1:1000	ThermoFisher	A11073
Alexa Fluor 594 goat anti-guinea pig	Goat	1:1000	ThermoFisher	A11076
Alexa Fluor 647 goat anti-rabbit	Goat	1:1000	ThermoFisher	A21245
Alexa Fluor 488 goat anti-mouse	Goat	1:1000	ThermoFisher	A11001
Goat anti-Guinea Pig IgG (H+L)<br>Secondary Antibody, HRP	Goat	1:1000	ThermoFisher	A18769
Goat anti-Rabbit IgG (H+L)<br>Secondary Antibody, HRP	Goat	1:1000	ThermoFisher	A31460

Suppl. Table 4. qRT-PCR primers

Gene	Primer sequence	Amplicon (bp)
<i>Ins2</i>	Forward: 5' CTGGCCCTGCTCTTCCTCTGG<br>Reverse: 5' CTGAAGGTCACCTGCTCCCGG	204
<i>Pdx1</i>	Forward: 5' CCCCAGTTTACAAGCTCGCT<br>Reverse: 5' CTCGGTTCCATTTCGGGAAAGG	177
<i>Mafa</i>	Forward: 5' AGGAGGAGGTCATCCGACTG<br>Reverse: 5' CTTCTCGCTCTCCAGAATGTG	113
<i>Gapdh</i>	Forward: 5' GTGGAGTCATACTGGAACATGTAG<br>Reverse: 5' AATGGTGAAGGTCGGTGTG	150
<i>Trpm7 kinase</i>	Forward: 5' AATGGGAGGTGGTTT ACG<br>Reverse: 5' CTCAGATCACAGCTTACAGTC A	205
<i>Trpm7</i>	Forward: 5' AGTAATTCAACCTGCCTCAA<br>Reverse: 5' ATGGGTATCTCTTCTGTTATGTT	287
<i>Ins1</i><br><i>Cre</i>	Forward: 5' TGGACTATAAAGCTGGTGGGCAT<br>Reverse: 5' TGCGAACCTCATCACTCGT	230

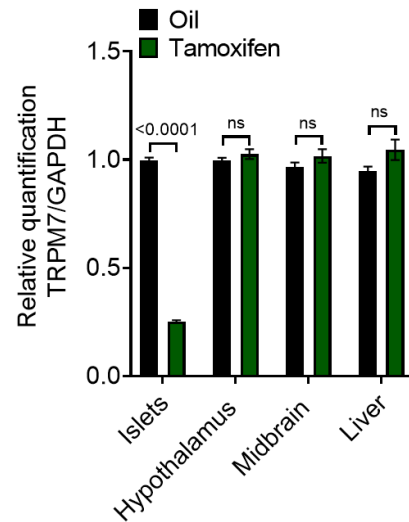

Supplemental Figure 1 *Trpm7* gene expression analyzed by qRT-PCR from RNAs isolated from pancreatic islets, hypothalamus, midbrain and liver of *Trpm7^{fllox/fllox};MIP-Cre/ERT* mice 28-wks post recombination ($n = 4$ mice per genotype). Negative controls were corn oil-injected *Trpm7^{fllox/fllox};MIP1-CreERT* mice. GAPDH was used as a reference transcript. Data are given as means $\pm$ S.E.M. and statistical differences were assessed by unpaired two-tailed Student's t-test. P values are shown above the bars. (ns, not significant)

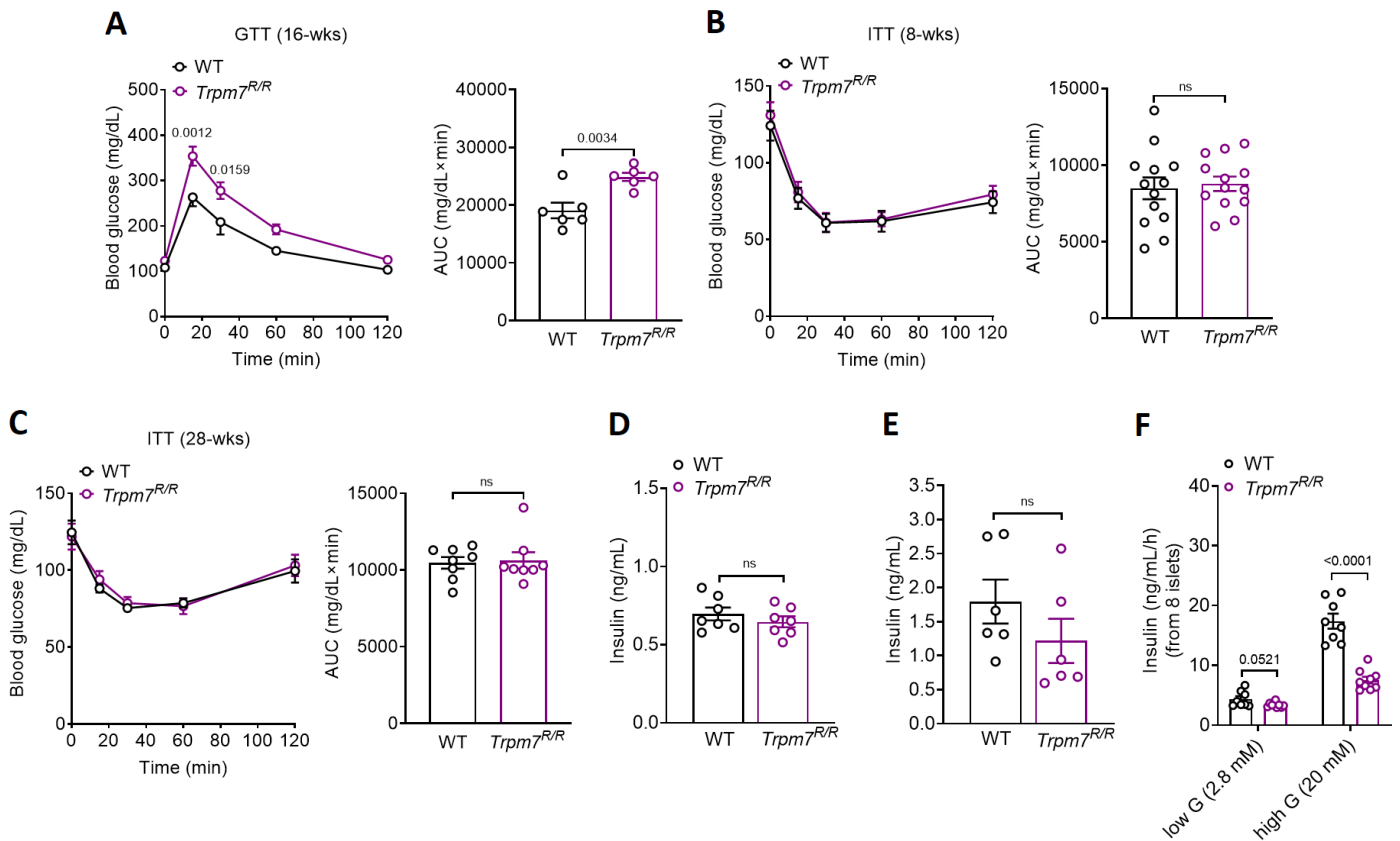

Supplemental Figure 2 (A) Adult mice (*Trpm7^{R/R}* and control littermates) maintained on a chow diet. For glucose tolerance test (GTT), mice were fasted overnight ($n = 6$ mice per genotype). Blood glucose levels (mg/dL) before and within 2 hours after i.p. injection of glucose (2 g/kg of body weight) in WT and *Trpm7^{R/R}* mice (left panels) and area under the curves (AUC in mg/dL × min; right panels) after 16-wks. (B, C) For insulin tolerance test (ITT) mice were fasted for 4 hours at the onset of the light cycle ($n \geq 8$ mice per genotype). Blood glucose levels (mg/dL) before and within 2 hours after i.p. injection of insulin (0.75 U/kg of body weight) in WT and *Trpm7^{R/R}* mice (left panels) and AUC (mg/dL × min; right panels) after 8- 9- wks (B) and 28-wks (C). (D, E) Plasma insulin levels (ng/mL) in freely fed ($n \geq 6$ mice per genotype) in male and female *Trpm7^{R/R}* and control littermate mice were measured after 8- 9- wks (D) and 28-wks (E). (F) Insulin secretion (ng/mL/h/8 islets) in isolated islets of male and female *Trpm7^{R/R}* and control littermate mice at 28-wks of age. Islets were incubated for 1 hour in the presence of low glucose (2.8 mM) or high glucose (20 mM) ($n \geq 4$ mice per genotype, measured in duplicate). Data show means $\pm$ S.E.M., and statistical differences were assessed by two-way ANOVA (A, B, C left) or unpaired two-tailed Student's t-test (A, B, C right, D, E, F). Circles in bar graphs represent single values. *P* values are shown above the bars. (ns, not significant)

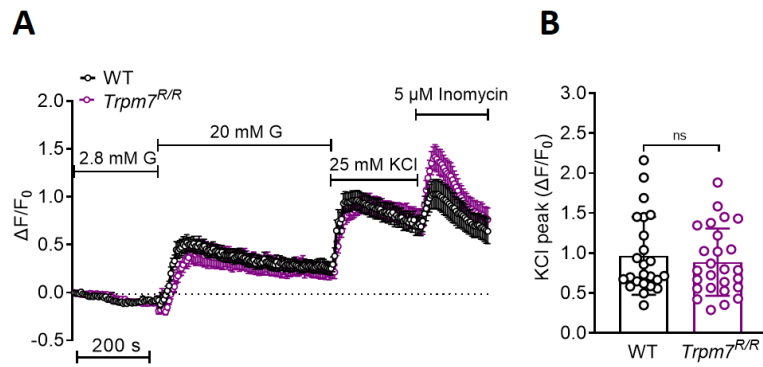

Supplemental Figure 3 (A) Alterations in $[Ca^{2+}]_i$ were monitored in pancreatic islets loaded with fluo-4 AM after increasing the glucose from 2.8 to 20 mM and application of 25 mM KCl in WT (black; $n = 24$ cells from 3 mice) and *Trpm7^{R/R}* (purple; $n = 26$ cells from 3 mice) islets. Ionomycin (5 μ M) was used as a positive control. **(B)** Average of Ca^{2+} influx peaks assessed from baseline after stimulation with KCl in WT and *Trpm7^{R/R}* β -cells. The cells which displayed no increase in $[Ca^{2+}]_i$ in response to high potassium concentration are excluded from the results. Data shown are means $\pm$ S.E.M. (circles in bar graphs represent single values) and statistical differences were assessed by unpaired two-tailed Student's t-test. (ns, not significant)

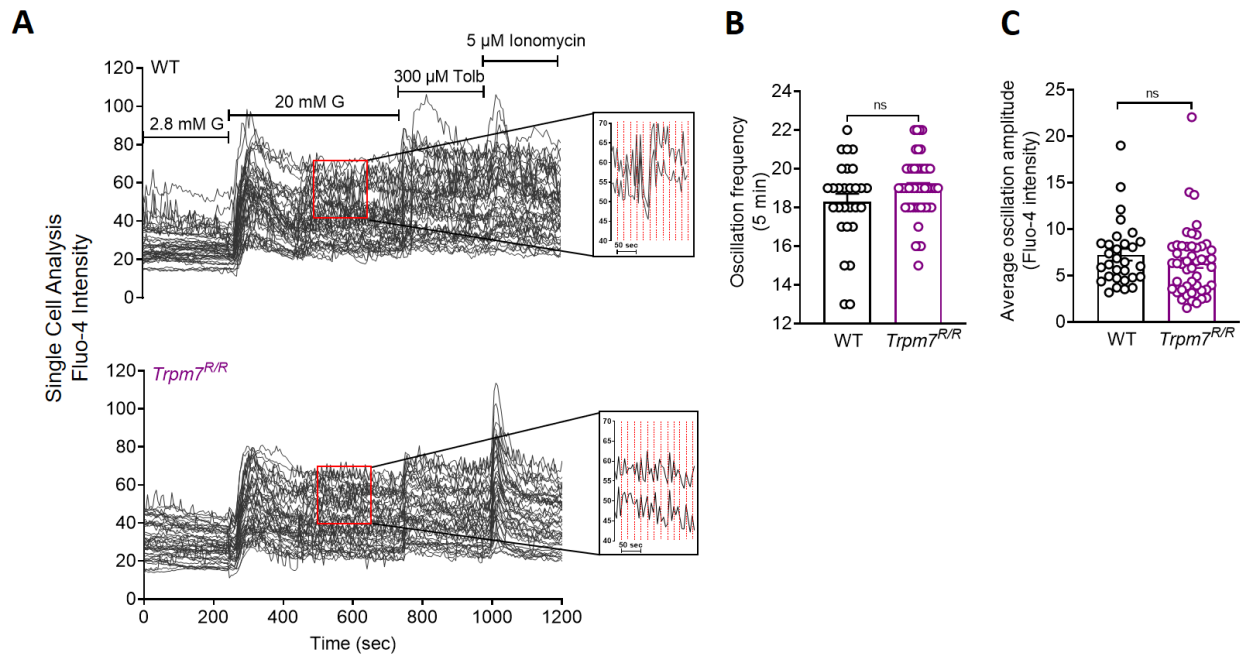

Supplemental Figure 4 (A) Individual traces of fluo-4 intensity of single islet cells from WT and *Trpm7^{R/R}* mice, elicited by excitation at 480 nm (indicative of $[Ca^{2+}]_i$). Inserts show amplified sections indicating the regions from which data in the right panels was taken. **(B)** Representative changes in frequency of $[Ca^{2+}]_i$ oscillations in 5 min following an initial peak after 20 mM glucose stimulation ($n \geq 27$ cells from 3 mice per genotype). **(C)** Average $[Ca^{2+}]_i$ oscillation amplitude calculated based on alteration in fluo-4 intensity in single cells following an initial peak after 20 mM glucose stimulation ($n \geq 27$ cells, 3 mice per genotype). Data shown are means $\pm$ S.E.M. (circles in bar graphs represent single values) and statistical differences were assessed by unpaired two-tailed Student's t-test. (ns, not significant)

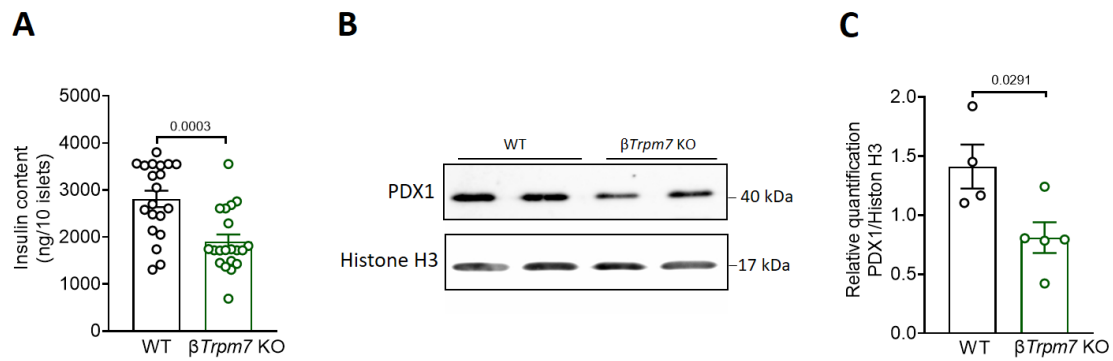

Supplemental Figure 5 (A) Total insulin content of pooled isolated islets from WT versus $\beta Trpm7$ KO mice after 28-wks of tamoxifen-induced recombination. At least 20 groups of 10 size-matched WT and $Trpm7^{R/R}$ islets were compared. (B and C) Western blot detection of the PDX1 in lysates of purified islets from WT and $\beta Trpm7$ KO mice after 28-wks of tamoxifen-induced recombination ($n \geq 4$, at least 3 mice per genotype). Histone H3 was used as loading control. Data are given as means $\pm$ S.E.M. (circles in bar graphs represent single values) and statistical differences were assessed by Mann-Whitney test (A) or unpaired two-tailed Student's t-test (C). P values are shown above the bars.

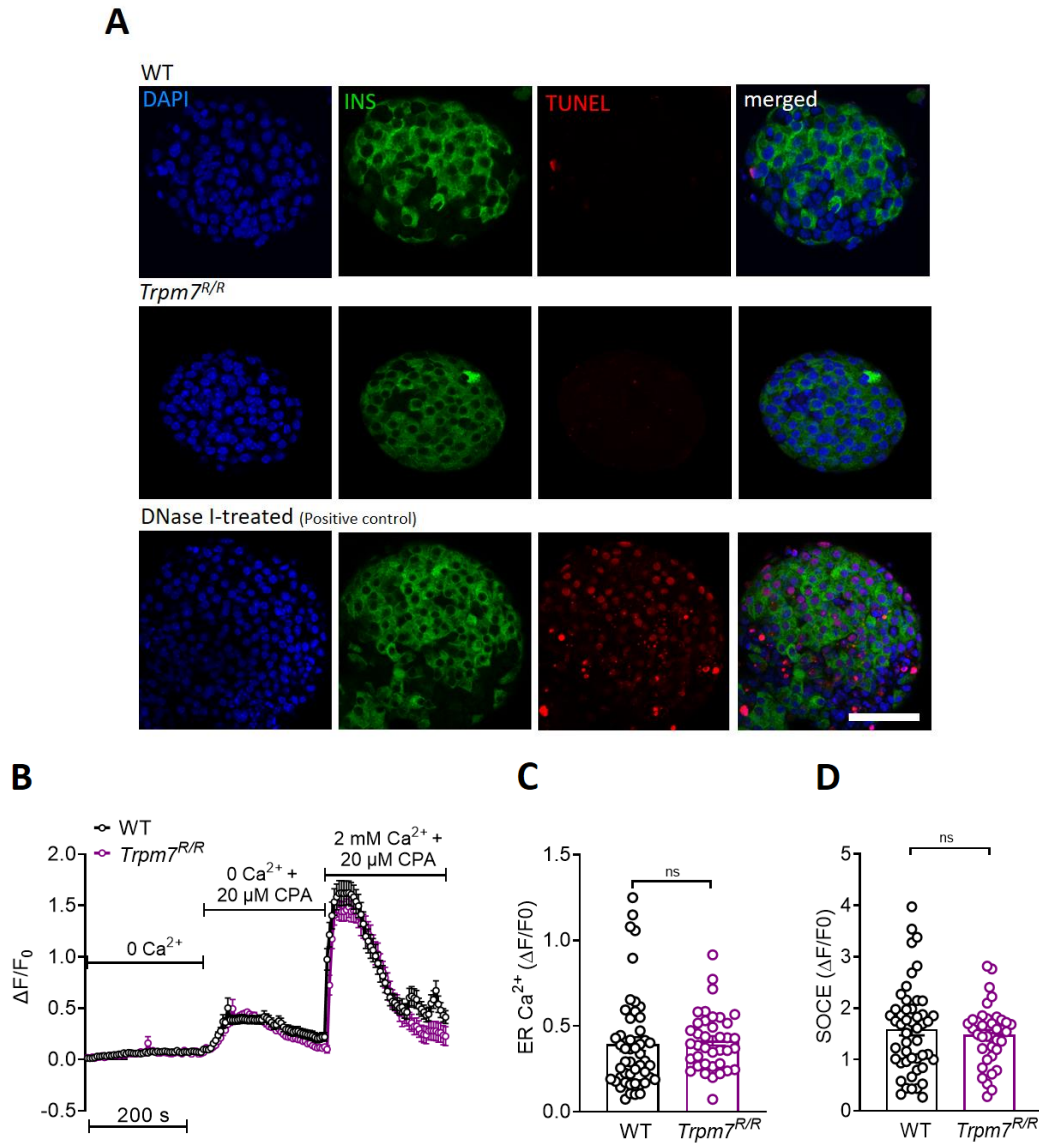

Supplemental Figure 6 (A) TRPM7 kinase disruption does not induce apoptosis in pancreatic β -cells. TUNEL staining of isolated islets from WT and *Trpm7^{R/R}* mice. DNase I-treated islets are used as positive control. TUNEL staining is shown in red, insulin staining is shown in green, and nuclei (DAPI) are shown in blue, ($n = 50$ slides, 3 mice per genotype). The scale bar represents 100 μm . **(B)** $[\text{Ca}^{2+}]_i$ responses following store depletion in the presence of 20 μM CPA in the absence of extracellular Ca^{2+} and re-addition of 2 mM Ca^{2+} (SOCE) in WT ($n = 49$ cells from 3 mice per genotype) and *Trpm7^{R/R}* islets ($n = 38$ cells from 3 mice per genotype). **(C)** ER Ca^{2+} levels were indirectly estimated by quantitating the $\Delta F/F_0$ in response to CPA. **(D)** Average of Ca^{2+} influx peaks assessed from baseline and obtained from SOCE measurements in β -cells. Graphs in (C) and (D) were generated from data shown in (B). Data shown are means $\pm$ S.E.M. (circles in bar graphs represent single values) and statistical differences were assessed by unpaired two-tailed Student's t-test. (ns, not significant)

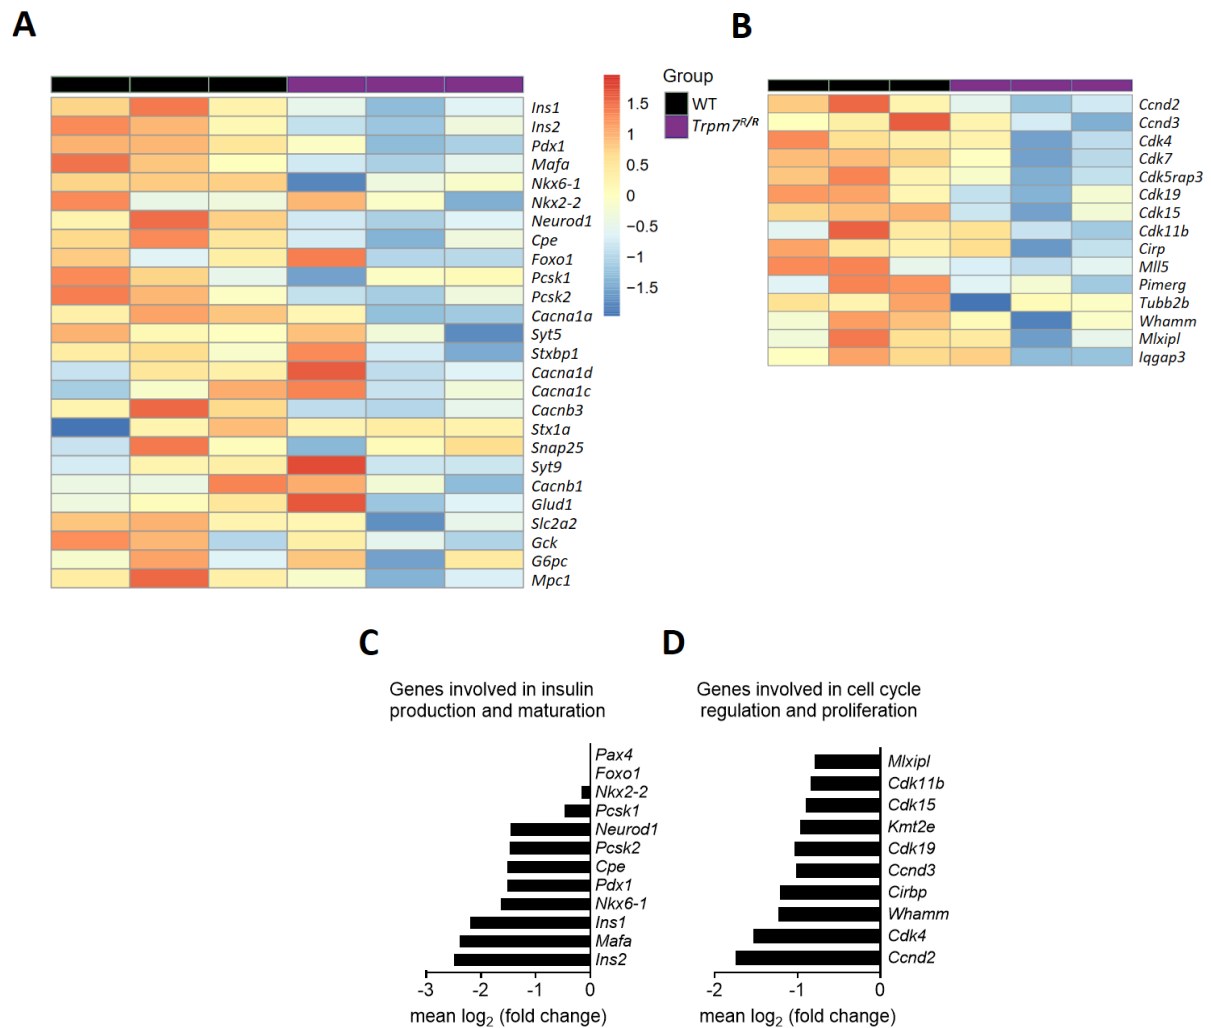

Supplemental Figure 7 (A, B) Heat maps displaying color-coded expression levels of differentially expressed genes. Islet RNA was collected from *Trpm7^{R/R}* mice and the control littermates that had been maintained on a HFD for ~16-wks ($n = 3$ mice per genotype). The heat maps show the differential expression of genes involved in (A) insulin production, glucose sensing and exocytosis machinery and in (B) cell cycle and cyclin-dependent protein kinase activity. Summary of the genes involved in (C) insulin production and (D) cell cycle regulation that were downregulated in *Trpm7^{R/R}*. DEGs are expressed as $\log_2$ fold change over control with an adjusted P value for each gene.

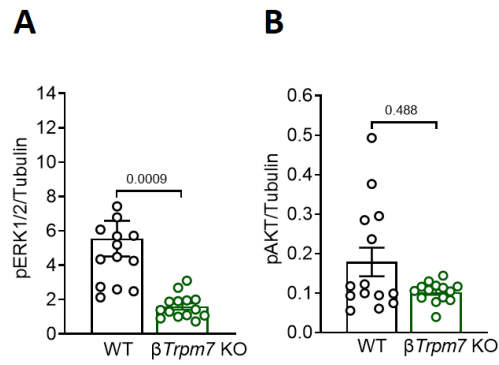

Supplemental Figure 8 (A, B) Assessment of the activity of the cell signaling molecules ERK1/2, and AKT using multi-Plex assay and phospho-specific antibodies on lysates of isolated islets from WT and β Trpm7 KO mice ($n = 7$, measured in duplicates, 7 mice per genotype) under 16-wks of HFD. Data are normalized to Tubulin content. Data show means $\pm$ S.E.M. and statistical differences were assessed by unpaired two-tailed Student's t-test (A, B). Circles in bar graphs represent single values. P values are shown above the bars.

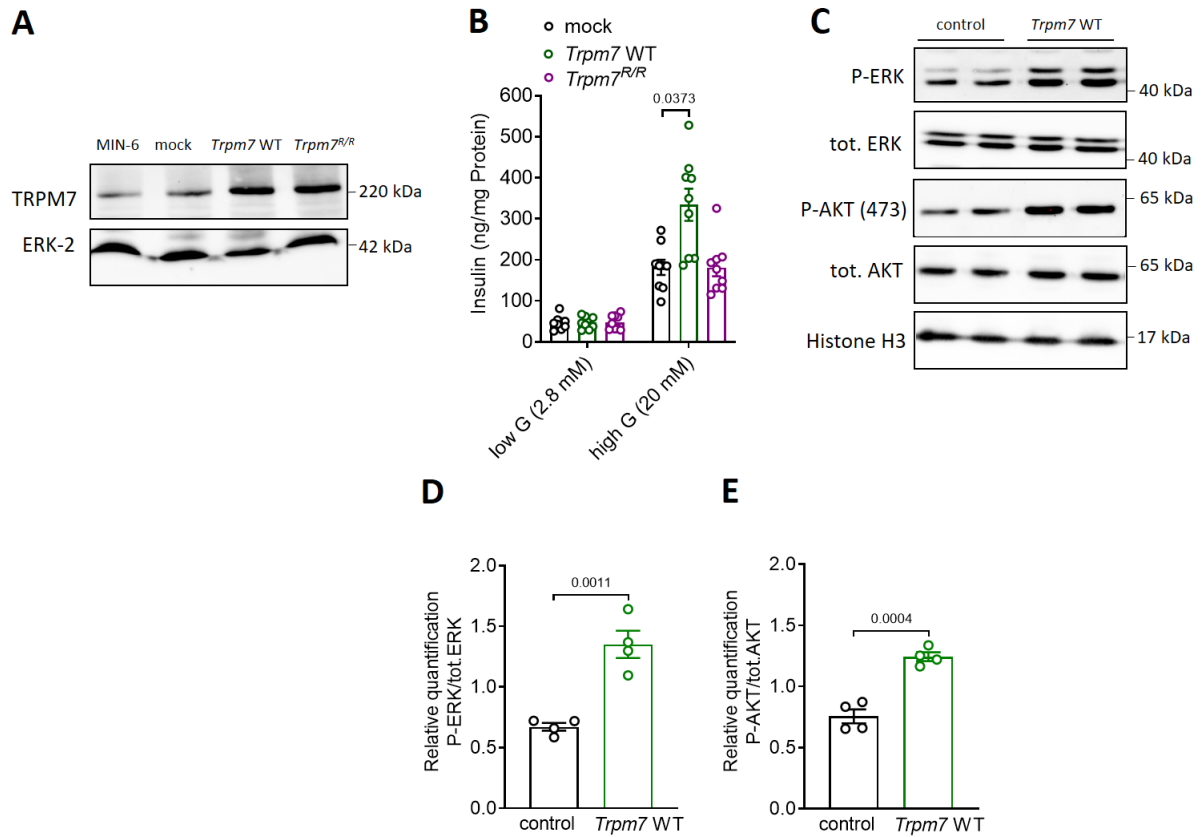

Supplemental Figure 9 (A) Western blot detection of the TRPM7 in MIN6 cells transiently transfected with *Trpm7* WT, *Trpm7*^{R/R} or with empty vector. ERK2 was used as loading control. (B) Insulin secretion (ng/mg protein) was measured in MIN6 cells transfected with *Trpm7* WT, *Trpm7*^{R/R} in pIRES-EGFP vector or empty vector (mock) 48 hours after transfection. MIN6 cells were incubated for 1 hour in the presence of low glucose (2.8 mM), high glucose (20 mM). GIIS was measured at least 3 times in duplicate (C) Lysates from MIN6 cells that had been treated with *Trpm7* WT, *Trpm7*^{R/R} or with empty vector were subjected to Western blotting studies. Blots were probed with the indicated antibodies. (D, E) Quantification of the Western blotting data shown in (C). Each experiment was performed at least 3 times. Data are given as mean $\pm$ S.E.M. (circles in bar graphs represent single values) and statistical differences were assessed by unpaired two-tailed Student's t-test. *P* values are shown above the bars.

How the deposited data were processed for this re-analysis (not part of the article)

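RNA from islets of 3 WT and 3 *Trpm7 R/R* mice was compared, with 1 library per mouse and no other groups in the series. WT libraries carry the numbers 1, 2 and 3 and *Trpm7 R/R* libraries 4, 6 and 8, which are used as replicate numbers. All mice had been on the HFD for 16 weeks, and the paper gives their age as about 24 weeks. Libraries were made with low-input RNA chemistry and sequenced on an Illumina NovaSeq instrument.

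The authors mapped the reads and counted them per gene, and deposited 1 file per library. Each file holds counts, which are raw reads per gene in the whole gene, in exons, in introns and across exon-exon junctions, each as total and as uniquely mapped reads. The authors' RPKM values in these files are exon reads scaled to exon length and to mapped reads, and their TPM values are the same values scaled to a common sum. The authors also deposited a table of their comparison, with the higher of the group means of RPKM, the log2 fold change, a signed fold change and p-values without adjustment, with FDR and with Bonferroni correction, for 31809 of its 41710 genes. According to the paper's methods these p-values come from a Wald test, and the legend of Figure 8G names edgeR. The submitters' processing notes name the mouse genome build mm10, but gene positions in the files differ from the GRCm38 annotation used here, so chromosomes are given and positions are left out. Copies of the comparison table in another order were not used here.

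Total exon reads were analysed as counts. The quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 was applied with genotype as the only term, TMM scaling and the filter filterByExpr with a minimum of 10 counts, which kept 11674 genes. P-values were adjusted by the Benjamini-Hochberg method over these genes. A gene was called higher or lower at an adjusted p of at most 0.05 and a change of at least 2-fold, and a member of a list at an adjusted p of at most 0.05. The common dispersion was 0.103, a biological coefficient of variation of 0.321, and effective library sizes were between 1369590 and 1646670 reads. Groups of 3 against 3 were otherwise compared with 2-sided exact permutation tests, whose smallest p is 0.1.

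A total of 39 gene lists was fixed before the data were examined, as were the tests, the thresholds and the alternatives, apart from those named as chosen later. Of these lists, 4 hold genes that the paper names or tabulates, and 35 hold markers of endocrine, exocrine, vascular, immune and stromal cells, and genes of pathways. Some of the 35 share members with the 4. In the files 8 of the listed symbols were not found. Lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01, with an estimated correlation, and with fry. Camera called 18 lists lower at an adjusted p of at most 0.05. With an estimated correlation it called 0, the lowest adjusted p being 0.0516, and fry, which tests whether the genes of a list move 1 way on balance, called 6. Those 6 were the lists of alpha cell markers, PP cell markers, ER chaperones, the ER translocon, the nuclear respiratory chain and oxidative stress. The genes named in the text are those that the paper names or tabulates, those with the smallest p in each direction, and the members with the smallest p of each list that was called, 112 genes of which 98 could be tested. *Acly* and *Magt1* are named outside this rule and were not followed through the alternatives. Values in the paper's tables had been seen when this rule was written.

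The background was taken as the median density of intron reads per library, over 5181 genes with at least 50000 bases of intron. Genes well above it were the 72 protein-coding autosomal genes with at least 5 times its density in exons and 5 times that in their own introns, and a mean of at least 1 exon-exon read. Alternatives covered size factors of DESeq2, upper quartile and library size scaling, scaling without hormone or acinar genes, 2 other filters, total gene reads and uniquely mapped reads, the Wald test of DESeq2 1.42.0, the likelihood ratio and exact tests of edgeR, limma-voom with sample quality weights, robust estimation, other thresholds, genes outside the X and Y chromosomes, and leaving out each library. The GC content of transcripts was known for 99.8% of the genes tested. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 and plots with matplotlib 3.10.9.

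The pipeline was tested on simulated data with the depths and dispersions of these libraries, over 10823 genes. It recovered 70.1% of genes changed 4-fold and 3.41% of genes changed 2-fold. On the same simulated counts, edgeR's quasi-likelihood test made 67 calls of which 64 were true, its likelihood ratio test 88 of which 79 were true, its exact test 81 of which 75 were true, limma-voom 56 of which 54 were true and DESeq2 73 of which 67 were true. No 2 libraries of a genotype were copies of each other, since their counts differed by between 1.96 and 7.70 times the counting noise.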

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

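The tests of the RNA share, of the other endocrine cells, of RNA per cell, of GC content, of sex for X- and Y-linked genes alone and of other lists matched on exon reads, and the counts over other splits of the libraries, were chosen only after the result was seen, whereas the tests on the glucose sensing list and of sex over all called genes were set before it.

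Signals appear in parts of the files on which the paper does not report. Olfactory and vomeronasal receptor genes had at least 6.92 exon reads per kb in each of the 6 libraries. Introns held at least 75.7% of the gene reads in each library. Introns of X-linked genes had 1.76 times the autosomal density in *Trpm7 R/R* replicate 6 and 1.64 times in *Trpm7 R/R* replicate 8, against values between 0.652 and 0.925 in the other libraries.

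Abundant transcripts of many kinds were lower together in the *Trpm7 R/R* libraries. The 13 protein-coding genes of the mitochondrial chromosome, at a median of 1815 times the background, had a smaller median log2 fold change of -0.34. Fewer β cells among the islet cells is argued against as the only source, since *Gcg*, *Sst*, *Ppy* and *Pyy*, hormone genes of other endocrine cells, had a median log2 fold change of -2.17, each of them below -1. These values cannot decide on fewer β cells beside a fall of all RNA-derived reads, because such a fall would lower these genes too. The share of exon-exon reads outside satellite-like and mitochondrial genes in *Trpm7 R/R* was 0.310 of that in WT, with every *Trpm7 R/R* library below every WT library. A smaller share of spliced reads was thus measured, and whether more genomic DNA or less input RNA made it smaller stays open. The 60 genes well above the background that are on no islet cell list had a median of -1.54 (quartiles -1.74 and -1.30), which restates the pattern and so does not count for an explanation. Receptor genes that are silent in islets held exon reads at 0.978 to 1.90 times the background in the 6 libraries. These causes cannot be told apart from less RNA per cell in *Trpm7 R/R* islets, a biological explanation. Less input RNA, more DNA carried over and less RNA per cell would each lower the share of mapped reads in genes well above the background. In *Trpm7 R/R* that share was 0.260 of that in WT.

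The study's glucose sensing and exocytosis genes stayed near a log2 fold change of 0. Exon reads close to the background, where a loss of RNA would hardly show, stay open as an explanation: the list's median of -0.14 lay at percentile 13.8 of 10000 random lists matched on the density of exon reads, 95% of which had medians between -0.27 and 0.24. In a simulation outside the tests set beforehand, RNA-derived reads were cut to 25% in *Trpm7 R/R* with no gene-specific change. The list's median was then -0.15, that of the insulin production list -1.05 and *Ins2* -1.81. The simulation counted as RNA only the exon reads above the background density. A small fall of genes close to the background was thus set in advance, and the simulated median of this list decides nothing. The simulated data gave 363 lower and 52 higher genes, against 3 and 0 in the real libraries. Yet of 28 lists chosen without these samples whose members had a median density under 2 times the background, 10 lay below the 2.5th percentile of their matched lists, among them exocytosis and ion channels at -0.34 and glucose metabolism at -0.38 over autosomal members, and ER chaperones at -0.93, so lower counts can be seen at such densities. Expression kept in *Trpm7 R/R* islets, the biological explanation, cannot be told apart from it, because 0 of the 11 tested members had exon reads at least 5 times above the background.

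A split of the libraries that does not follow genotype, WT replicate 1 with *Trpm7 R/R* replicates 6 and 8 against the others, called 661 genes where the split by genotype called 3, which points to a structure of the samples. Sex of the mice is argued against as the source of most of these calls, since 9.08% of the called genes lie on the X and Y chromosomes. For those 60 genes it stays open, because 3.20% of all genes tested lie there, a share 2.83 times smaller, and *Trpm7 R/R* replicates 6 and 8, which hold 0 reads of the Y-linked gene *Ddx3y*, are on the same side of the split. WT replicate 1, with 53 reads of *Ddx3y*, differed in these 60 genes from the other libraries with such reads by a median of 1.05 on the log2 scale in the direction of the split, and *Trpm7 R/R* replicates 6 and 8 by 1.82. These 60 genes were chosen by the split, so a difference of WT replicate 1 in its direction was built in. Sex alone cannot be told apart from the split's other differences. GC content of the reads that differs between libraries is a candidate explanation, with Spearman correlations of each library's log2 deviation from the mean of all libraries with GC content, across genes that are not independent replicates, of -0.34, -0.45 and -0.46 in those libraries and 0.22, 0.37 and 0.57 in the others. After each library's trend over GC content was removed, the split called 0 of the 661 genes. The median size of their log2 fold changes went from 1.43 (median standard error 0.33) to 1.01 (median standard error 0.32), and all 661 kept their sign. These genes were chosen for their difference in this same split, so a remainder of the same sign is partly built in. Whether GC content accounts for the whole difference stays open. The same correction left the split by genotype with 27 lower genes, among them the 3 genes called without it, and no biological explanation of the other split was tested.

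The 6 libraries can be split into groups of 3 in 10 ways, so no share of splits under 0.05 can be had. For genes past the threshold the real value was 3 and the highest other 661, with 2 of 10 splits as large as the real one. For members of the study's 4 lists the real value was 0 and the highest other 1, and since each of the 10 splits must reach 0, this count decides nothing. For lists called by camera the real value was 18 and the highest other 14, with 1 split as large. For genes past the threshold after the GC correction the real value was 27 and the highest other 0, with 1 split as large, and among genes well above the background the real value was 3 and the highest other 3, with 2 splits as large.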

How the results depend on the processing

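The alternatives chosen only after the result was seen are scaling by ribosomal protein genes, genes well above the background, exon-exon reads, scaling without satellite-like and mitochondrial genes, the GC correction, leaving out *Trpm7 R/R* replicates 6 and 8 together, and the authors' p-values. No paired analysis was possible because the library numbers of the groups are all different and no label pairs the mice. Depth limits the results: most genes have exon reads near the background, 2-fold changes were rarely recovered in simulated data, and 9 genes of the paper's tables had too few reads to test.

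Of 1922 values of the 98 tested named genes under the alternatives set beforehand, 1601 kept their direction and their side of the threshold, 261 passed it newly, 16 no longer passed it and 44 changed sign. Of 662 camera results of the 39 lists, 612 kept their side, 45 lost the call, 5 gained it and 0 changed sign. Of 1470 counts of members of the other lists, 1319 stayed within 1.5 times and 151 moved. *Pyy* and *Ppy* passed in 15 of 20 alternatives and *Hsp90b1* in 14, with adjusted p up to 0.353, 0.353 and 0.406 from edgeR.

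The counts, 0 higher and 3 lower with edgeR's quasi-likelihood test, moved as follows, and the cause was not tested except where fewer libraries or genes were used. Lower genes numbered 30 with upper quartile scaling, 23 with library size only, 44 with at least 10 counts in every library, 0 with total gene reads, 27 without genes on the X and Y chromosomes, 69 at FDR 0.1 and 0 with a test against 2-fold (glmTreat). Higher and lower genes numbered 10 and 131 with at least 1 count in any library, 0 and 97 with DESeq2, 1 and 161 with the likelihood ratio test, 1 and 153 with the exact test (the higher gene being *Slc15a1*, named after its value was seen) and 60 and 277 with limma-voom. At an unadjusted p under 0.05 they were 80 and 457 with 2-fold, 133 and 533 without a fold limit, 74 and 404 with DESeq2 and 84 and 463 with the exact test. Leaving out single libraries gave 0 to 45 higher and 0 to 151 lower genes: 0 lower without WT replicate 1, WT replicate 2, *Trpm7 R/R* replicate 6 or *Trpm7 R/R* replicate 8, 32 without WT replicate 3 and 151 without *Trpm7 R/R* replicate 4. Without *Trpm7 R/R* replicate 4, genotype and sex cannot be told apart. The sex-linked genes *Xist*, *Uty* and *Kdm5d* passed an adjusted p of 0.05 there and with limma-voom, so sex was not separated in limma-voom's calls either. Among the alternatives added later, higher and lower genes were 7230 and 6 with scaling by ribosomal protein genes, 3 (*Ptp4a1*, *Gng5* and *Tmem267*, named after their values were seen) and 0 among genes well above the background, 12 and 1 (*Pyy*) with exon-exon reads, 0 and 27 with the GC correction, 0 and 8 (0 of them shared) without *Trpm7 R/R* replicates 6 and 8, where the lone *Trpm7 R/R* library is assumed to vary like the WT libraries and the list medians were -1.36 for insulin production and -1.38 for ribosomal proteins, and 6 and 263 with the authors' p-values adjusted over the genes kept here.

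Members called lower, 0 in each study list, were 1 of insulin production and 1 of ER with upper quartile scaling, 3 of insulin production with library size only, 5, 1 and 1 of insulin production, cell cycle and ER with at least 1 count in any library, 3 of insulin production and 1 of ER with at least 10 counts in every library, 5, 1 and 1 with DESeq2, with the likelihood ratio test and with the exact test, 5, 2 and 1 with limma-voom, 1 of ER with the GC correction, and 8, 1 and 1 adjusted over the list alone. Leaving out single libraries gave 0 to 3 of insulin production (3 without WT replicate 3 or *Trpm7 R/R* replicate 4), 0 to 2 of cell cycle and 0 to 1 of ER (both the highest without *Trpm7 R/R* replicate 4). The glucose sensing list kept 0 lower members, and 5 of its 11 were called higher with scaling by ribosomal protein genes.

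Log2 fold changes of named genes that changed sign, none of them past the threshold, were *Trpm7* 0.040, *Cacna1d* 0.037, *Cacna1c* 0.055 and *Amy2a5* 0.019 with at least 1 count in any library; *Trpm7* 0.31 with limma-voom with sample quality weights; *Foxo1* 0.020, *Cdk19* 0.064, *Syt9* 0.020, *G6pc* 0.076, *Pkm* 0.051 and *Mdh1* 0.045 with total gene reads; *Cacna1d* 0.071, *Amy2a5* 0.081 and *Amy1* 0.061 with uniquely mapped exon reads; *Chst15* -0.020 with library size only; *Chst15* -0.0064 with at least 10 counts in every library. Leaving out single libraries gave ranges that cross 0, with the replicate left out in parentheses, for *Trpm7* -0.29 (*Trpm7 R/R* 6) to 0.28 (WT 1), *Foxo1* -0.27 (*Trpm7 R/R* 4) to 0.15 (WT 2), *Iqgap3* -1.28 (*Trpm7 R/R* 4) to 0.11 (*Trpm7 R/R* 8), *Syt5* -0.88 (*Trpm7 R/R* 4) to 0.33 (*Trpm7 R/R* 8), *Cacna1d* -0.32 (*Trpm7 R/R* 4) to 0.21 (*Trpm7 R/R* 8), *Cacna1c* -0.19 (WT 1) to 0.27 (WT 3), *Syt9* -0.41 (*Trpm7 R/R* 4) to 0.34 (WT 3), *Mpc1* -0.42 (*Trpm7 R/R* 4) to 0.36 (WT 2), *Chst15* -0.049 (*Trpm7 R/R* 6) to 0.17 (WT 3), *Amy2a5* -0.11 (WT 3) to 0.13 (WT 1), *Amy1* -0.57 (*Trpm7 R/R* 6) to 0.016 (WT 2), *Cpb1* -0.016 (*Trpm7 R/R* 8) to 0.38 (*Trpm7 R/R* 4) and *Mki67* -0.48 (*Trpm7 R/R* 4) to 0.065 (WT 3). The cause was not tested.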

Differences from the paper's values

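The adjustment of the authors' p-values over the genes kept here and the GC correction were chosen only after the result was seen, and all other alternatives named here were set before the data were examined.

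The paper gives 382 genes higher and 1615 lower in *Trpm7 R/R* islets, and 0 higher and 3 lower were called here at an adjusted p of at most 0.05 and 2-fold, the threshold of the paper's methods. No alternative set before the data were examined comes within 1.5 times of the paper's counts, the nearest being 133 higher and 533 lower at an unadjusted p under 0.05 with no fold limit. In the authors' deposited table, the paper's counts of 382 and 1615 are those at an unadjusted p of at most 0.05 and 2-fold, and the counts at an FDR-corrected p of at most 0.05 and 2-fold are 4 and 346. The authors' p-values adjusted over the genes kept here, chosen after seeing the values, give 6 higher and 263 lower genes.

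For *Cdk5rap3* the paper's log2 fold change is -1.69 and the value here -1.13, and of the alternatives library size only (-1.24), leaving out WT replicate 3 (-1.39) and leaving out *Trpm7 R/R* replicate 8 (-1.42) come within the error, while the others do not. For *Atf4* the paper's value is -2.04 and the value here -1.14, with limma-voom (-1.61) and leaving out *Trpm7 R/R* replicate 4 (-1.52) within the error and the others not. For *Slc2a2* the paper's value is -0.68 and the value here -0.26, with library size only (-0.34), DESeq2 (-0.25), leaving out *Trpm7 R/R* replicate 4 (-0.33) and leaving out *Trpm7 R/R* replicate 6 (-0.30) within the error and the others not.

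Signs differed for 5 genes of the paper's glucose sensing and exocytosis table, none past the threshold here. For *Cacna1d* the paper's value is 0.14 and the value here -0.028, with the paper's sign in the fits with at least 1 count in any library, with uniquely mapped reads, and without WT replicate 2, WT replicate 3, *Trpm7 R/R* replicate 6 or *Trpm7 R/R* replicate 8, and not in the others. For *Cacna1c* the paper's value is 0.12 and the value here -0.034, with the paper's sign with at least 1 count in any library and without WT replicate 3 or *Trpm7 R/R* replicate 6, and not in the others. For *Snap25* the paper's value is 0.050 and the value here -0.34, with the opposite sign to the paper's in every alternative set before the data were examined, from -0.41 with library size only to -0.025 with total gene reads. For *Syt9* the paper's value is 0.18 and the value here -0.074, within the error and with the paper's sign without WT replicate 3, *Trpm7 R/R* replicate 6 or *Trpm7 R/R* replicate 8, with the paper's sign but outside the error with total gene reads (0.020), and with the other sign elsewhere. For *G6pc* the paper's value is 0.051 and the value here -0.22, with the paper's sign with total gene reads and not in the others.

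The paper states that *Ins2*, *MafA*, *Pdx1*, *Cpe*, *Nkx6-1*, *Ccnd2*, *Hspa5*, *Pdia6* and *Atf4* are downregulated. Each had a negative log2 fold change here, as did all 15 tested genes of the 21 in Supplemental Table 1, and 0 of these 15 passed an adjusted p of 0.05 from edgeR, against 10 of the 21 in the paper's table. Alternatives call some of them lower at an adjusted p of at most 0.05. The fit with at least 1 count in any library, DESeq2, edgeR's likelihood ratio and exact tests and limma-voom call *Ins2*, *Mafa*, *Ins1*, *Cpe*, *Pcsk2*, *Ccnd2* and *Hspa5*. The fit with at least 10 counts in every library calls *Mafa*, *Ins1*, *Cpe* and *Hspa5*, library size only calls *Ins2*, *Mafa* and *Ins1*, upper quartile scaling calls *Mafa* and *Hspa5*, leaving out WT replicate 3 calls *Ins2*, *Mafa* and *Ins1*, and leaving out *Trpm7 R/R* replicate 4 calls *Mafa*, *Ins1*, *Cpe*, *Ccnd2* and *Hspa5*. Limma-voom and leaving out *Trpm7 R/R* replicate 4 also call *Cdk11b*, a gene of the study's cell cycle list that is not in Supplemental Table 1. The GC correction, chosen after seeing the values, calls *Hspa5*. *Pdx1*, *Nkx6-1*, *Atf4*, *Pdia6*, *Neurod1*, *Cdk5rap3*, *Cdk19* and *Kmt2e* passed in no alternative set beforehand with p adjusted over all genes tested. Adjusted over the list alone, 8 genes of the study's insulin list passed, *Pdx1*, *Nkx6-1* and *Neurod1* among them. At an unadjusted p under 0.05, 8 of 11 tested genes of the study's insulin list, 3 of 8 of its cell cycle list and 2 of 3 of its ER list were lower, *Pdx1*, *Nkx6-1* and *Pdia6* among them.

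The paper also states that *Cdk4*, *Cirp*, *Pimerg* and *Pdia4* are downregulated, and all of these had too few reads for edgeR's filter here. With at least 1 count in any library, *Cdk4* had an adjusted p of 0.683 from edgeR, *Cirbp* 0.858, *Pimreg* 0.943 and *Pdia4* 0.394, each with a negative log2 fold change.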

Other observations

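The lists and their tests were set before their results were seen, and the scaling by ribosomal protein genes and the counts of X-linked genes were chosen only after the result was seen.

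Of 24 interferon response genes 12 could be tested, 11 were negative, 2 were lower at an unadjusted p under 0.05, 1 when adjusted over the list alone and 0 over all genes by edgeR. Their median was -0.31 (1.07 with scaling by ribosomal protein genes), with camera's adjusted p = 9.30e-04 (adjusted p = 0.217 with an estimated correlation), and 0.104 without WT replicate 3, 0.135 without *Trpm7 R/R* replicate 6 and 0.0593 without *Trpm7 R/R* replicate 8. *H2-K1*, an MHC class I gene, had a log2 fold change of -1.83 (standard error 0.37, adjusted p = 0.0713 from edgeR). Of 29 genes of cholesterol and fatty acid synthesis 21 could be tested, 3 were lower and 1 higher at an unadjusted p under 0.05, 2 were lower adjusted over the list alone and 0 passed over all genes by edgeR, with a median of -0.25 (1.05 with scaling by ribosomal protein genes) and camera's adjusted p = 0.142. The lowest was *Acly*, the gene of ATP citrate lyase, at -2.06 (standard error 0.38, adjusted p = 0.0516 from edgeR). Of 16 genes of magnesium channels and transporters 11 could be tested, with 0 past the threshold over all genes by edgeR, 1 lower at an unadjusted p under 0.05 and 1 adjusted over the list alone, *Magt1*, at -1.45 (standard error 0.40). Their median was -0.02 (1.30 with scaling by ribosomal protein genes), with camera's adjusted p = 0.807.

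Target genes of the pathways that the paper studies with phospho-specific antibodies had medians near 0, at exon reads whose median densities over these lists were 1.13 to 1.56 times the background. Median log2 fold changes were -0.24 over 7 of 22 targets of the ERK pathway (camera's adjusted p = 0.571), 0.07 over 8 of 24 immediate early genes (0.899), -0.03 over 9 of 16 FOXO targets (0.933) and 0.05 over 5 of 16 TGF-β and SMAD targets (0.998). Over other stress and immune lists, they were 0.13 over 7 of 19 genes of the p53 response and apoptosis (0.626), -0.29 over 9 of 20 genes of hypoxia and glycolysis (0.538) and -0.37 over 5 of 20 genes of inflammation and chemokines (0.666, and 0.0288 without WT replicate 2). With scaling by ribosomal protein genes all of these medians were positive, between 0.97 and 1.46, against 1.34 over all tested genes. With TMM scaling, no member of these 7 lists passed by edgeR over all genes, at an unadjusted p under 0.05 or adjusted over the list alone.

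Of 6 sex-linked genes 5 could be tested, 4 Y-linked genes were lower and *Xist*, which silences an X chromosome in females, was higher at an unadjusted p under 0.05 and adjusted over the list alone, with 0 past the threshold over all genes by edgeR. Camera's adjusted p was 4.01e-06 (adjusted p = 0.0731 with an estimated correlation), and 0.787 among genes with at least 10 counts in every library. *Xist* had 58, 42 and 51 reads in WT replicates 1, 2 and 3 and 54, 97 and 145 reads in *Trpm7 R/R* replicates 4, 6 and 8, a log2 fold change of 1.01 (standard error 0.36, adjusted p = 0.492 from edgeR). Of the 457 genes lower at an unadjusted p under 0.05 and 2-fold, 14 (3.06%) lie on the X chromosome, as do 3.15% of all genes tested.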
